# Light-induced changes in the suprachiasmatic nucleus transcriptome regulated by the ERK/MAPK pathway

**DOI:** 10.1371/journal.pone.0249430

**Published:** 2021-06-30

**Authors:** Diego Alzate-Correa, Sydney Aten, Moray J. Campbell, Kari R. Hoyt, Karl Obrietan

## Abstract

The mammalian master circadian pacemaker within the suprachiasmatic nucleus (SCN) maintains tight entrainment to the 24 hr light/dark cycle via a sophisticated clock-gated rhythm in the responsiveness of the oscillator to light. A central event in this light entrainment process appears to be the rapid induction of gene expression via the ERK/MAPK pathway. Here, we used RNA array-based profiling in combination with pharmacological disruption methods to examine the contribution of ERK/MAPK signaling to light-evoked gene expression. Transient photic stimulation during the circadian night, but not during the circadian day, triggered marked changes in gene expression, with early-night light predominately leading to increased gene expression and late-night light predominately leading to gene downregulation. Functional analysis revealed that light-regulated genes are involved in a diversity of physiological processes, including DNA transcription, RNA translation, mRNA processing, synaptic plasticity and circadian timing. The disruption of MAPK signaling led to a marked reduction in light-evoked gene regulation during the early night (32/52 genes) and late night (190/191 genes); further, MAPK signaling was found to gate gene expression across the circadian cycle. Together, these experiments reveal potentially important insights into the transcriptional-based mechanisms by which the ERK/MAPK pathway regulates circadian clock timing and light-evoked clock entrainment.

## Introduction

In mammals, the suprachiasmatic nucleus (SCN) of the hypothalamus functions as the master circadian oscillator. The rhythm generated by the SCN sets the phasing and regulates the synchrony of peripheral oscillator populations found in every organ system of the body [1, 2]. At a cellular level, circadian rhythms are generated by an auto-regulatory transcription/translation feedback loop that is built around a limited number of ‘clock genes’. Clock gene oscillations drive the rhythmic expression of thousands of clock-controlled genes, which, in turn, underlies the biochemical processes that give rise to rhythms in cellular physiology [3–6].

The phasing of the SCN oscillator is tightly regulated by the daily light cycle. This light-entrainment process is mediated by a monosynaptic input (via the retinohypothalamic tract) from intrinsically photosensitive retinal ganglion cells (ipRGCs) [7, 8]. In response to light, ipRGC nerve terminals release glutamate [9, 10] and pituitary adenylate cyclase-activating peptide (PACAP) from within the SCN [11], which in turn, actuates the entrainment process. One key feature of this entrainment system is that the resetting capacity of light is dependent on when the light stimulus is presented within the circadian cycle. For example, in dark-adapted rodents, transient exposure to light during the early subjective night causes a delay in the phase of the SCN rhythm, while light exposure during the late subjective night causes a phase advance of the rhythm; remarkably, the clock is not responsive to the same light stimulus if it is presented during the middle of the subjective day [12].

Within the SCN, photic stimulation is coupled to clock entrainment via a number of intracellular signaling pathways, including nitric oxide/protein kinase G (PKG) [13, 14]; calcium/calmodulin-dependent kinase II (CaMKII) [15, 16], and the p44/42 ERK/MAPK pathway [17, 18]. Of particular interest here is the p44/42 ERK/MAPK (or MAPK) signaling pathway. Light-evoked MAPK signaling tracks with the clock resetting effects of light: hence, the pathway is highly responsive to light input during the subjective night and is insensitive to light during the middle of the subjective day [17]. Additionally, disruption of MAPK signaling leads to an uncoupling of light from clock entrainment [18, 19]. Interestingly, signaling via the MAPK pathway shapes the response properties (e.g., the magnitude and direction of the phase shift) of the circadian clock to light [20]. Finally, the MAPK pathway is a potent regulator of inducible gene expression, and within the SCN, the pharmacological disruption of MAPK signaling leads to the suppression of a number of light-responsive immediate early genes [21].

Given the central role that light-evoked transcription likely plays in SCN clock entrainment, several groups have used RNA expression profiling approaches to examine the light-evoked transcriptome [22–24]; however, the contribution of MAPK signaling to this transcriptional response has not been examined. Here, we used microarray-based expression profiling to examine the role of MAPK signaling in the light-evoked transcriptional response. We focused on three circadian timepoints that define the unique, clock-time delimited response properties of the SCN to light: the subjective day, early subjective night, and late subjective night. The data presented here reveal a complex, context-specific role for MAPK signaling in the transcriptional profile of the SCN over the circadian cycle, and reveal that MAPK signaling is a key regulator of light inducible gene expression.

## Materials and methods

### Animal subjects

Unless specified otherwise, mice were grouped in home cages under a 12h light/12h dark (LD) cycle, with a temperature ranging between 18–23°C; 40–60% humidity, with water and food provided ad libitum. Equal numbers of female and male mice were used for all experimental groups. All animal care and experiments described here were performed in accordance with guidelines for animal experimentation at The Ohio State University and were approved by the Institutional Animal Care and Use Committee (IACUC).

### Cannulation, drug infusion and light treatment paradigms

Adult C57BL/6J wild type (WT) mice (8 to 14 weeks old) were initially anesthetized with ketamine hydrochloride (91 mg/kg) and xylazine (9 mg/kg), and then implanted with indwelling guide cannulae in the lateral ventricle using the surgical procedures outlined by Butcher et al. [18]. After the surgery, mice were individually housed under a 12 hour light/dark (L/D) cycle for a minimum of 2 weeks. Two days before infusion, mice were transferred to a 12h dark/12h dark (DD) cycle. After 2 days in DD, mice were infused (2 μL) with either drug vehicle, dimethyl sulfoxide (DMSO) or U0126 (10 mM in DMSO, Cell Signaling, #9903) 30 minutes prior to light treatment (or sham light treatment) at one of three time points. These time points were based on ‘zeitgeber times’ prior to transfer to DD, with a mid-day light pulse occurring at ZT 4, an early night light pulse occurring at ZT 15, and a late night light pulse occurring at ZT 22. For the infusion, mice were manually restrained under dim red light (<2 lux) and a 30-gauge injector needle was placed in the guide cannula and infusion was performed at a rate of 0.6 μL/min; the dummy cannula was returned to the guide cannula after infusion. Thirty minutes after infusion, mice were placed in a light-proof chamber and either exposed to light (100 lux for 10 minutes) or kept in the dark for the same amount of time (sham light groups). Finally, for immunohistochemical profiling of ERK activity, animals were euthanized 10 minutes after the end of the light/sham treatment; for RNA isolation, animals were euthanized 50 minutes after the end of the light/sham treatment.

### Immunohistochemistry

Mice were euthanized by cervical dislocation and decapitation under dim red light. Brain tissue was collected and transferred to ice-cold oxygenation media (NaCl 120 mM, KCl 3.5 mM, HEPES 10 mM, CaCl_2_ 0.5 mM, NaH_2_PO_4_ 1.2 mM, MgSO_4_ 2 mM, NaHCO_3_ 32.3 mM, glucose 10 mM), then 0.6 mm coronal tissue sections containing the SCN were obtained using a vibratome (Leica Biosystems Inc. VT1200. Buffalo Grove, IL). Sections were fixed in 4% paraformaldehyde for 12 hours at 4°C and then transferred to 30% sucrose solution in phosphate buffered saline (PBS) supplemented with sodium azide (2 mM) and sodium fluoride (3 mM) and then thin sections (40 μm) containing the SCN were obtained using a freezing microtome. Sections were then washed in PBS (3 times—5 minutes/per wash), permeabilized in 0.1% Triton X-100 in PBS (PBS-T: 30 minutes), incubated (15 minutes) in 0.3% H_2_O_2_ in PBST, blocked (2 hours) in 10% normal goat serum (NGS) in PBS-T, and incubated overnight at 4°C with the rabbit polyclonal primary antibody anti-Phospho-Erk1/2 MAPK (Erk1 Thr202/Tyr204; Erk2 Thr185/Tyr187) (1:500, Cell Signaling, #4370) prepared in 5% NGS in PBS-T. Next, sections were incubated (2 hours) at room temperature in 5% NGS in PBS-T with goat anti-rabbit biotinylated secondary antibody (1:500, Vector Laboratories) followed by incubation (1 hour) in avidin/biotin horseradish peroxidase complex (Vectastain Elite ABC labeling kit, Vector Laboratories). HRP labeling was detected using a diaminobenzidine-nickel-intensified substrate (Vector Laboratories). Finally, tissue was cleared with Xylene solution, and mounted on gelatin-coated slides with Permount media (Fisher Scientific, Houston, TX, USA).

### Cresyl violet staining

To visualize the cannulae placement, thin sections (40 μm) were mounted on gelatin-coated slides, dehydrated in a graded alcohol series, and then incubated in 0.1% cresyl violet solution for 15 minutes. Sections were then de-stained in 0.1% glacial acetic acid in 95% ethanol for 10 minutes, cleared in Xylene solution and immediately coverslipped with Permount.

### RNA isolation

Fifty minutes after the light/sham exposure mice were euthanized via cervical dislocation followed by decapitation under dim red light. SCN-containing brain tissue was processed into 0.6 mm coronal sections as described above. Sections were placed on microscope slides, flash frozen, and the SCN was dissected out under a stereomicroscope. SCN from two animals under the same treatment were pooled and stored at -80°C, and 3 independent pooled samples (biological triplicates) were prepared for each condition. RNA from each pooled sample was isolated by pestle disruption in 500 μL of Trizol (Invitrogen), which was followed by two rounds of chloroform extraction. The aqueous phase was mixed 1:1 with 70% ethanol and RNA was isolated using the RNAesy minikit columns (Qiagen), followed by wash steps per the manufacturer’s instructions. The RNA was eluted and resuspended in 20 μL of RNase Free water.

### Microarray hybridization and data analysis

For microarray hybridization, samples for each experimental group were prepared in triplicate, and each sample corresponds to pooled SCN tissue from two mice. Thus, for a total of 4 groups for three time points, we ran a total of 36 samples. RNA from each sample was quantified using a nanodrop 2000 (Thermo-Fisher) spectrophotometer followed by analysis of RNA integrity in an Agilent 2100 Bioanalyzer System (Agilent). Only RNA samples with a A260/A280 ratio >1.9; an A260/A230 ratio > 1.0 and a RIN score > 7 were used. Probes were prepared with 100 ng of total RNA as starting material using the GeneChip WT Plus Reagent Kit (Affymetrix, Santa Clara, CA); and hybridized to GeneChip Mouse Transcriptome Assay 1.0 following the manufacturer’s guidelines (Affymetrix, Santa Clara, CA). All analyses were undertaken using the R platform for statistical computing (version 3.1.0) and a range of library packages were implemented in Bioconductor. Global changes in mRNA in biological triplicate samples were analyzed by Oligo, and differential expression of genes (DEGs) were identified by a standard *limma* pipeline [25] using a generalized linear model and visualized by volcano plots (ggplot2) and heatmaps (pheatmap) [26]. Bracketing to the left of each heatmap denotes hierarchical gene expression clustering, which was performed using the Manhattan algorithm [27]. Genes with a P-value ≤ 0.1 and a fold change (FC) absolute value > 1.3 were considered statistically significant. All code is available upon request from the corresponding author. Finally, coding genes differentially expressed were clustered according to the functional annotation provided by the web-database DAVID (Database for Annotation, Visualization and Integrated Discovery) v6.8 [28]. Gene lists obtained for each comparison and timepoint were uploaded to the DAVID interface and compared against the *M*. *musculus* gene database. Enriched Functional Annotations and Functional Clusters were identified by using a threshold of less than 0.05 (Fischer Exact P-value). Finally, both Functional Annotations and Cluster were manually curated to eliminate redundant categories and a graphical representation of the Functional Clusters was generated using STRING functional protein association networks database [29]. Final figures were prepared with *Adobe Illustrator* Version 24.3 URL https://adobe.com/products/illustrator [30].

## Results

### Light-evoked MAPK pathway activation in the SCN

As a starting point for our analysis of light-evoked, MAPK-dependent, gene expression, we performed a series of experiments to test both the light responsiveness of the MAPK pathway and the efficacy of the pharmacological disruption approaches. To this end, C57BL/6 mice were initially maintained using a standard, 12h light/12h dark, lighting condition and then transferred to constant darkness (DD: 12h dark/ 12h dark). DD removes the entraining effects of light and allows for the use of discrete light treatment paradigms during the middle of the subjective daytime. After two days in DD, mice were exposed to light (100 lux) for 10 minutes at one of three time points: mid-day, corresponding to zeitgeber time 4 (ZT 4), early night, corresponding to ZT15, or late night, corresponding to ZT 22; mice were then returned to darkness for 10 minutes and sacrificed (Fig 1A). Brain sections containing the SCN were collected, fixed and immunolabeled for the Thr202/Tyr204 phosphorylated form of ERK1 and the Thr185/Tyr187 phosphorylated form of ERK2 (collectively referred to as ‘phosphorylated ERK: pERK’) (Fig 1B and 1C). These dual phosphorylation events are a marker of ERK activation, and thus can be used as an index of MAPK pathway activity.

**Fig 1:**
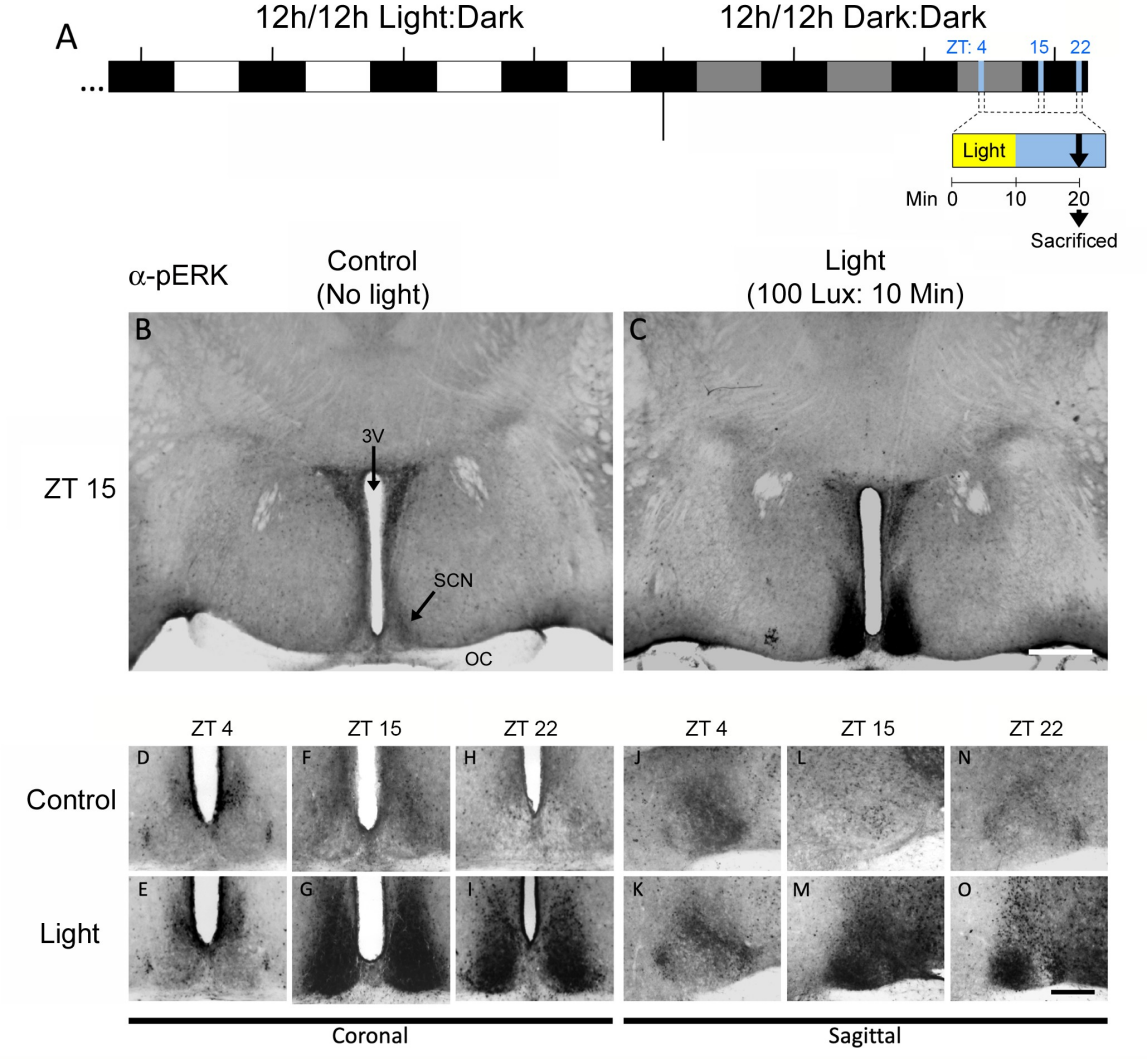
Light-evoked activation of ERK in the SCN. **A**. Schematic depiction of the experimental timeline used to 1) light-entrain and then transfer the mice to constant dark conditions, and 2) light pulse and sacrifice animals for immunohistochemical labeling. The timing of the light pulses was based on zeitgeber times prior to transfer to DD, and were designed to probe the light responsiveness of the SCN during the mid-day (ZT 4), early night (ZT 15) and late night (ZT 22). **B-C**. Representative SCN coronal sections from tissue collected at ZT 15 showing basal pERK levels (**B**) and pERK levels 20 minutes after the induction of a 10 minute, 100 lux, light pulse (**C**). Note the marked ERK activity specifically within the SCN. **D-I**. High magnification coronal images of pERK labeling within the central SCN at ZT 4 (**D**), ZT 15 (**F**) and ZT 22 (**H**), and pERK expression following photic stimulation at ZT 4 (**E**), ZT 15 (**G**) and ZT 22 (**I**). Note the light-evoked increase in pERK at ZT 15 (**G**) and ZT 22 (**I**), and the absence of marked induction at ZT 4 (**E**). **J-O**. SCN sagittal sections showing basal pERK levels at ZT 4 (**J**), ZT 15 (**L**) and ZT 22 (**N**), and light-induced levels at ZT 4 (**K**), ZT 15 (**M**) and ZT 22 (**O**). A similar pattern of pERK induction was observed at ZT 15 and ZT 22, whereas no increase is observed at ZT 4. Scale bar: 200 μm. OC: Optic chiasm; 3V: third ventricle.

Consistent with prior work, light triggered a marked activation of ERK during both the early subjective night (ZT 15) and the late subjective night (ZT 22); low magnification images from the ZT 15 data point reveal that induction was largely localized to the SCN (Fig 1B and 1C), and higher magnification images in both the coronal and sagittal planes for both the ZT 15 (Fig 1F, 1G, 1L and 1M) and ZT 22 (Fig 1H, 1I, 1N and 1O) time points reveal that light-evoked MAPK activation occurred throughout the rostro-caudal extent of the SCN. In contrast, photic stimulation during the mid-day (ZT 4) did not trigger an increase in MAPK activity (Fig 1D, 1E, 1J and 1K). These results are in line with prior work showing that the MAPK pathway is responsive to photic stimulation during the circadian night, but insensitive to photic input during the subjective day [18].

### Pharmacological inhibition of MAPK signaling in the SCN

Next, we implemented an *in vivo* microinfusion approach (originally describe in Butcher et al. [18]) to deliver the MEK1/2 inhibitor U0126 to the SCN. Of note, MEK1/2 drives the phospho-activation of ERK1/2; as such, MEK1/2 inhibition should suppress ERK phosphorylation, and thus inhibit signaling via the MAPK pathway. Briefly, mice were implanted with guide cannulae targeting the lateral ventricle, allowed to recover for two weeks, dark-adapted (2 days) and then infused with either U0126 (10 mM) or drug vehicle (DMSO) thirty minutes prior to photic stimulation (100 lux, 10 minutes) or mock stimulation at ZT 4, ZT 15 or ZT 22. Mice were returned to darkness for 10 minutes and then processed for pERK expression as described above. The timeline of the experimental procedures is outlined in Fig 2A, and representative Nissl staining in Fig 2B is used to denote the location of cannula placement within the lateral ventricle.

**Fig 2:**
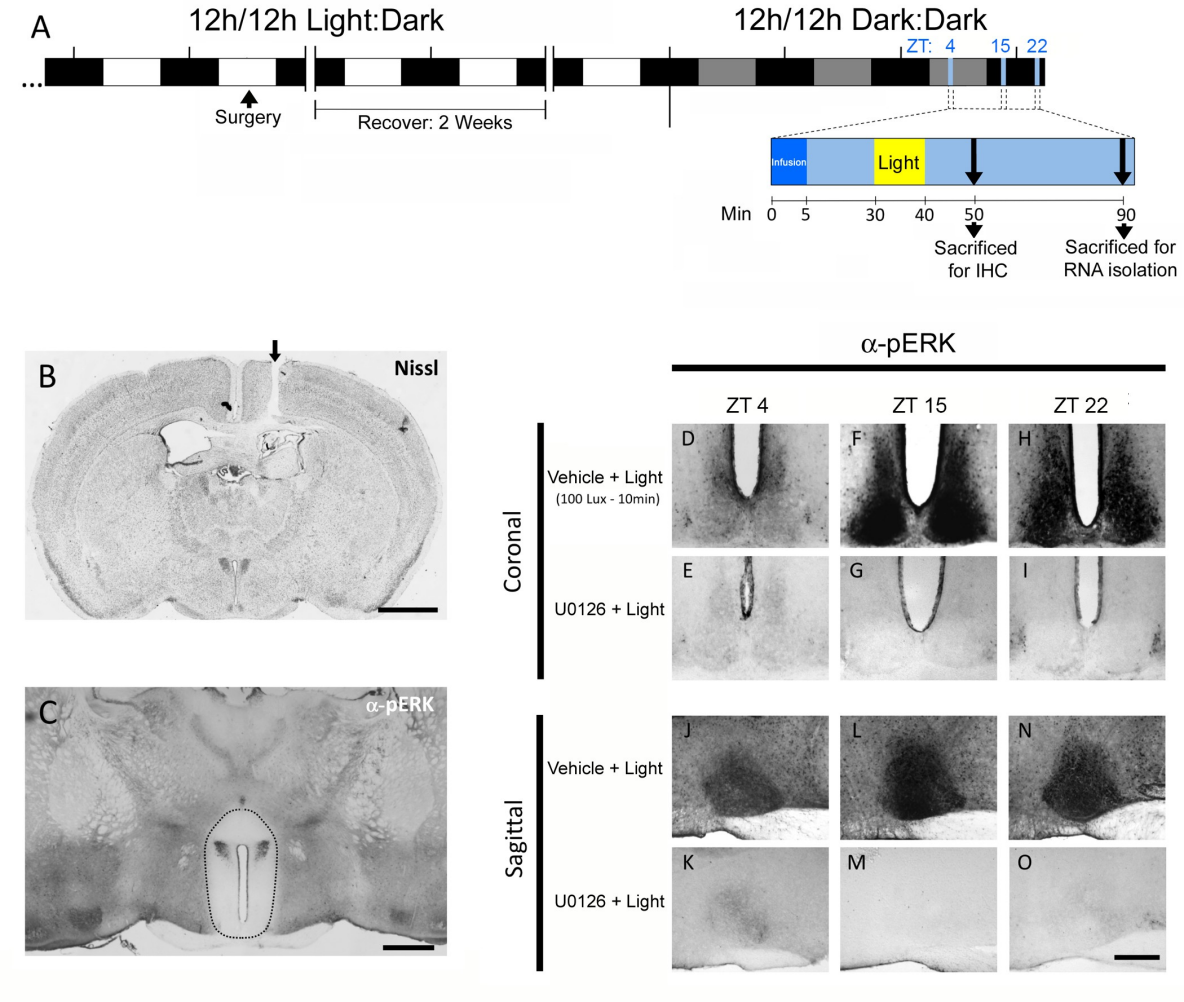
U0126-mediated suppression of MAPK signaling. **A**. Schematic depiction of the timeline used to 1) entrain and dark-adapt mice and 2) implant guide cannulae and 3) infuse, light pulse and sacrifice animals. **B**. Representative Nissl-stained coronal brain section showing the location of the cannula placement in the lateral ventricle. The arrow denotes the location of the scar left in the cortex by the guide cannula. **C**. Coronal brain section from an animal infused with U0126 that was immunolabeled for pERK; note the marked reduction in pERK expression within the periventricular region (denoted by the dashed line), which includes the SCN. (**D-I**) Representative coronal images showing pERK levels in the SCN after vehicle infusion and a light pulse (100 lux, 10 min) at each circadian time: ZT 4 (**D**), ZT 15 (**F**) and ZT 22 (**H**); and after infusion of U0126: ZT 4 (**E**), ZT 15 (**G**) and ZT 22 (**I**). (**J-O**) The effects of U0126 infusion are also presented using sagittal SCN sections for the three circadian time points: ZT 4 (**J:K**), ZT 15 (**L:M**) and ZT 22 (**N:O**). Scale bars: 1.5 mm for (**B**); 500 μm for (**C**); 200 μm for (**D-O**).

The efficacy of U0126 to suppress MAPK activity is represented in Fig 2C, where a marked reduction in pERK labeling in hypothalamic regions surrounding the 3^rd^ ventricle was observed (the boundary of the reduced pERK labeling is denoted by the dashed ovoid). Importantly, the U0126 infusion paradigm led to a reduction in MAPK signaling under both the basal, no light, condition, and following light stimulation at each of the three circadian time points (Fig 2D–2O). With these paradigms in place, we turned to an examination of light-evoked, MAPK-dependent, gene regulation in the SCN.

### Light-dependent changes in the SCN transcriptome

To profile the light-evoked, clock-gated, transcriptional profile in the SCN, mice were infused with U0126 (or vehicle) and exposed to light (or mock light-treated) at the three noted time points (Fig 2A). After light exposure, animals were returned to darkness for 50 minutes (corresponding to 1 hour after the onset of light), and then sacrificed and total SCN RNA was extracted and prepared for microarray analysis.

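Gene expression was measured on 36 GeneChip Mouse Transcriptome Assay arrays, 3 for each of 12 groups. Each array held RNA from the SCN of 2 mice, pooled as 1 sample. The groups combine vehicle (DMSO) or 10 mM U0126 with mock stimulation (Sham) or 100 lux of light for 10 min (Light), at ZT 4, ZT 15 or ZT 22. The authors read the arrays in R with the package oligo and deposited 1 log2 intensity for each probe set and array. A probe set is the group of probes that reads 1 transcript. The array medians lay between 4.51 and 4.66, and the lowest mean correlation of an array with the other arrays was 0.986. Of 72688 probe sets, 6732 controls were left out and 65956 were tested. Of those tested, 30604 carry 1 gene symbol in the platform annotation, 2146 carry several and 33206 carry none. Starting from the deposited values, limma fitted 12 group means to all 36 arrays, and p-values were adjusted within each comparison by the Benjamini-Hochberg method. A probe set passed at the thresholds of the paper, an adjusted p of at most 0.1 and a fold change above 1.3 in either direction. Changes are given as log2 fold changes, treated minus control, with the standard error from limma, and levels as the mean ± SD of 3 arrays. The number of arrays limits the precision, and the smallest p that an exact two-sided permutation test of 3 arrays against 3 can give is 0.1. In simulated data with the spread of these arrays, 200 probe sets were changed by a log2 fold change of 0.6 or 1, and a list of genes by less. The test found 84.7% of those changed by 0.6, and 6.97% of all its calls were false. The noise was drawn independently for each probe set, so variation that probe sets share between arrays is absent from it. In addition, 27 lists of marker genes for cell types, pathways and RNA classes were tested as sets with camera, limma's test of whether a list moves more than the other genes. These lists, and the rule by which genes are named, were set before the data were examined but after the paper's tables, which hold results from the same arrays, had been read. With camera's preset correlation between genes of 0.01, 12 lists passed for light in vehicle at ZT 15 and 14 at ZT 22, of which 4 and 6 held with a correlation estimated from the arrays. For this reason, list tests are given with the estimated correlation.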

Initially, microarray hybridization data were used to identify transcriptomic changes in the SCN that were induced by light exposure at each circadian time point in our vehicle-infused animals (Fig 3A). Interestingly, at ZT 4, light did not trigger gene expression changes. Hence, no transcriptional changes (either increased or decreased expression) were detected 1 hour post-light treatment (Fig 3A). In contrast, photic stimulation at ZT 15 triggered a significant change (adjusted P-value > 0.1) in gene expression. Specifically, 46 genes (41 coding, 5 non-coding) were upregulated, and 6 genes (5 coding, 1 noncoding) were downregulated (Fig 3A and 3B; S1 Table). 

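At ZT 4, no gene passed between DMSO-Light and DMSO-Sham. Per1, a repressor of the core clock loop that light induces at night, read 8.19 ± 0.095 (SD, n = 3) with light and 8.00 ± 0.11 (SD, n = 3) without it. Its log2 fold change was 0.18 (standard error 0.087, adjusted p = 0.697), with a 95% confidence interval from 0.0066 to 0.36. For Per2, a related clock gene, it was 0.14 (standard error 0.058, adjusted p = 0.654), with an interval from 0.026 to 0.26. Nr4a2, an orphan nuclear receptor and immediate early gene, had a log2 fold change of 0.51 (standard error 0.14, adjusted p = 0.502). Gad2, one of the enzymes that make GABA, the transmitter of SCN neurons, had a log2 fold change of 0.28 (standard error 0.057, adjusted p = 0.329). Erdr1, a gene of the region shared by the X and Y chromosomes, read 9.23 ± 0.63 (SD, n = 3) with light and 10.24 ± 0.088 (SD, n = 3) without it (adjusted p = 0.461). With limma, 0 probe sets passed and 4629 had an unadjusted p under 0.05. The smallest adjusted p, 0.0691, belonged to a probe set whose fold change was under the threshold. Of 29 immediate early genes, none passed, and 1 was higher and 1 lower when adjusted over the list alone. As a set they had an adjusted p = 0.660 with an estimated correlation. Xist, the RNA of the inactive X chromosome, read 3.35 ± 0.057 (SD, n = 3) in DMSO-Light and 10.02 ± 0.31 (SD, n = 3) in DMSO-Sham, so the groups differed in the sex of the pooled mice. The number of probe sets passed depended on single arrays, and was 1 and 62 without DMSO-Sham replicates 2 and 3 and 5 without DMSO-Light replicate 3.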

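In vehicle-infused mice at ZT 15, light raised a set of genes that holds Rrad and the clock gene Rora. Rrad (gene 56437, chromosome 8 of GRCm38, 104628070 to 104631350) encodes a Ras-like GTPase that limits voltage-gated calcium channels, and it rose from 6.15 ± 0.39 (SD, n = 3) to 7.24 ± 0.29 (SD, n = 3), a log2 fold change of 1.09 (standard error 0.17, adjusted p = 0.00419). Rora, a nuclear receptor that activates the clock gene Arntl, rose by 0.79 (standard error 0.13, adjusted p = 0.00419). Midn, a nuclear protein that brings the products of immediate early genes to the proteasome, rose by 0.48 (standard error 0.053, adjusted p = 3.28e-05). Dnajb5, a heat shock cochaperone, rose by 0.49 (standard error 0.058, adjusted p = 7.96e-05). Mir212, which shares its transcript with the microRNA miR-132, rose by 0.78 (standard error 0.13, adjusted p = 0.00518). These 5 genes passed without any 1 of the 6 arrays. Homer1, a scaffold protein of the postsynapse, rose by 0.47 (standard error 0.089, adjusted p = 0.0235), and its call was lost without DMSO-Sham replicate 2 (0.37, adjusted p = 0.311) or DMSO-Light replicate 3 (0.38, adjusted p = 0.426). Fewer genes fell. Hfe, a regulator of iron uptake, had a log2 fold change of -0.41 (standard error 0.072, adjusted p = 0.0112) and did not pass without DMSO-Sham replicate 1 (-0.38, adjusted p = 0.110) or DMSO-Light replicate 3 (-0.39, adjusted p = 0.148). In all, 60 probe sets rose and 9 fell, and 4483 had an unadjusted p under 0.05. Of those that rose, 26 carry 1 symbol, 10 several and 24 none. Most of those with several share their symbols, as in the Tmem181, Dynlt1 and Tmem254 families, so they do not count separate genes. Of the 69 in both directions, 17 also passed for U0126 without light in the same direction, 12 higher and 5 lower. Independent sets would share 2.05 and 0.00655. Both comparisons use the same 3 DMSO-Sham arrays, so chance deviations of these arrays enter both. Over all probe sets tested, the 3 DMSO-Light arrays all lay on one side of the 3 DMSO-Sham arrays in 13.7%, where chance gives 10%. The count was 35, 40 and 34 without DMSO-Sham replicates 1, 2 and 3 and 122 and 19 without DMSO-Light replicates 1 and 3.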

A parallel analysis for the late night, ZT 22, timepoint identified 191 differentially expressed genes (Fig 3A and 3C; S2 Table), with 21 up-regulated genes (14 coding, and 7 non-coding), and 170 downregulated genes (163 coding, 7 non-coding). 

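At ZT 22, more genes fell with light than rose. Cxcl9, a chemokine that interferon gamma induces to attract T cells, fell from 6.91 ± 0.96 (SD, n = 3) in DMSO-Sham to 3.92 ± 0.37 (SD, n = 3) in DMSO-Light, a log2 fold change of -2.99 (standard error 0.43, adjusted p = 0.00252). Rsad2, an interferon-induced enzyme that blocks virus replication, had a log2 fold change of -2.01 (standard error 0.34, adjusted p = 0.00491). Samhd1, which limits viruses by breaking down nucleotides, fell by 0.63 on the log2 scale (standard error 0.10). Ctsc, a lysosomal protease of immune cells, fell by 1.63 (standard error 0.27). Igfbp7, a secreted protein of vessel walls that binds insulin-like growth factors, fell by 0.78 (standard error 0.12). Tgfbi, a matrix protein induced by TGF-beta, fell by 1.51 (standard error 0.25). These 6 genes passed without any 1 of the 6 arrays. For Cxcl9, DMSO-Light lay near DMSO-Sham at ZT 4 (3.44 to 3.94) and ZT 15 (3.60 to 3.74), while the DMSO-Sham arrays at ZT 22 read 6.03 to 7.92. U0126-Sham ZT 4 replicate 3 (6.35) also read high. A high state of the ZT 22 controls that light did not set therefore stays open. Among the genes that rose, Pcdh7, a protocadherin of neuron contacts, had a log2 fold change of 0.42 (standard error 0.080, adjusted p = 0.0146), and it did not pass without DMSO-Sham replicate 3 (0.42, adjusted p = 0.101) or DMSO-Light replicate 2 (0.39, adjusted p = 0.134). Altogether, 343 probe sets fell and 92 rose, and 5143 had an unadjusted p under 0.05. Of those that rose, 80 carry no symbol. The count rested on single arrays, since it was 50 without DMSO-Sham replicate 3 and 73, 59 and 669 without DMSO-Light replicates 1, 2 and 3.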

Intersectional analysis of the light-evoked datasets identified only 1 gene (Rrad) that was regulated by light at both ZT 15 and ZT 22.

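Rrad did not pass at ZT 22 over all probe sets. Its log2 fold change with light there was 0.61 (standard error 0.17, adjusted p = 0.146), from 6.77 ± 0.27 (SD, n = 3) to 7.37 ± 0.19 (SD, n = 3). It passed in 4 alternatives, with the replicate number as a block, with array weights, with quantile normalization of named probe sets other than small RNAs, and with named probe sets only, which was added after the data were seen and gave an adjusted p = 0.0927. Its adjusted p over all alternatives ran from 0.0374 to 0.493. With named probe sets only, the 1 probe set shared by the 2 times is that of Rrad. Over all probe sets, a single one, which carries no gene symbol, passed at both ZT 15 and ZT 22, and it moved in opposite directions. Independent sets of these sizes would share 0.0837 probe sets higher at both times, 0.0468 lower at both and 0.325 in opposite directions. The overlap was 0 without DMSO-Sham ZT15 replicate 3, 0 without DMSO-Light ZT15 replicate 1, 2 or 3, 0, 2 and 0 without DMSO-Sham ZT22 replicates 1, 2 and 3, and 0 without DMSO-Light ZT22 replicate 1 or 2. The light responses at the 2 night times were also compared directly, as the response at ZT 22 minus that at ZT 15. For Rora this difference was -0.98 (standard error 0.18, adjusted p = 0.0357), and for Per2, a repressor of the core clock loop, -0.46 (standard error 0.082, adjusted p = 0.0357). For Nr1d1, which represses Arntl, it was -0.72 (standard error 0.13, adjusted p = 0.0377), and for Rras, a small GTPase of vessels, -0.83 (standard error 0.16, adjusted p = 0.0482). Of 53 probe sets that passed this test, the difference was negative in 45 and positive in 8. This count was 5, 34 and 6 without DMSO-Sham ZT15 replicates 1, 2 and 3, 7 and 1 without DMSO-Light ZT15 replicates 2 and 3, 92 and 5 without DMSO-Sham ZT22 replicates 1 and 3, and 0, 0 and 91 without DMSO-Light ZT22 replicates 1, 2 and 3, and each of the 4 named genes lost its call without at least 6 of the 12 arrays. Between ZT 15 and ZT 4, the light response passed a difference in 0 probe sets with limma (3638 at an unadjusted p under 0.05), and between ZT 22 and ZT 4 in 0 (4651 at an unadjusted p under 0.05). For ZT 15 against ZT 4 the count was 3 without DMSO-Light ZT4 replicate 3, 198 and 1 without DMSO-Sham ZT15 replicates 1 and 2, and 3 without DMSO-Light ZT15 replicate 1. For ZT 22 against ZT 4 it was 44 without DMSO-Sham ZT4 replicate 3, 26 and 3 without DMSO-Sham ZT22 replicates 1 and 2, and 1 without DMSO-Light ZT22 replicate 1.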

**Fig 3:**
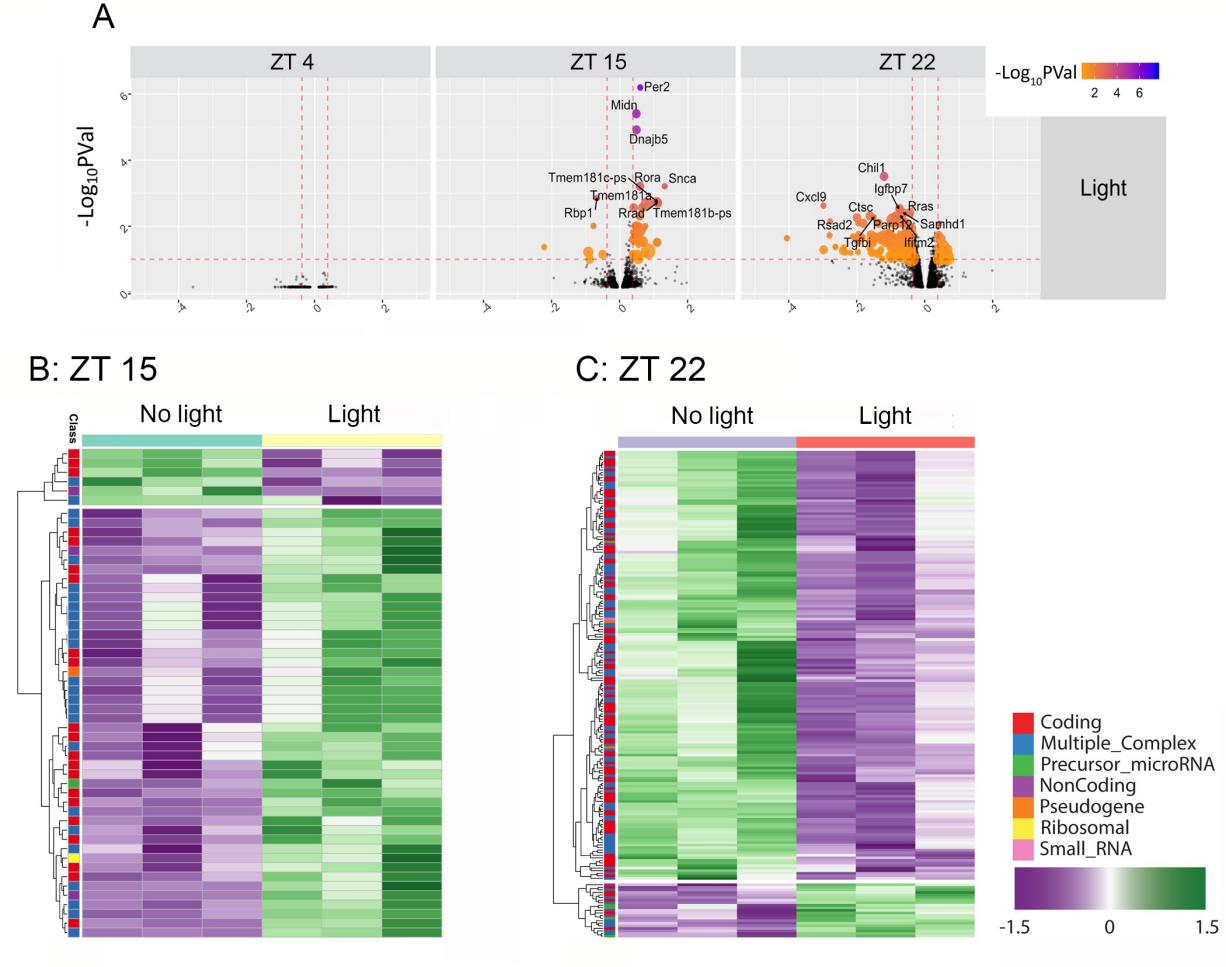
Bioinformatic analysis of light-evoked transcripts in the SCN. A. Volcano plot depicting light-induced changes in gene expression at three circadian time points: ZT 4 (left), ZT 15 (middle) and ZT 22 (right). Filtering criteria of absolute fold-change (FC) ≥ 1.3 and adjusted P-value (Pval) ≤ 0.1 (represented as -Log_10_PVal) are illustrated by dotted vertical and horizontal lines respectively. Included are the names of the top 10 transcripts showing statistically significant changes. With the noted filtering criteria we did not detect significant light-evoked changes in gene expression at ZT 4. **B-C**. Heat map clustering generated from the microarray data analysis (triplicate determinations for each condition) describing light-induced changes in gene expression at ZT 15 (**B**), and ZT 22 (**C**). The different transcript classes are color coded, and bracketing to the left denotes hierarchical gene expression clustering. Volcano plots and heatmaps were generated in *R* Version 3.1.0 URL https://www.R-project.org/ [53].

Finally, light-induction of core clock genes *period 1* and *period 2* is a well characterized phenomenon in the SCN. 

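Per2 (gene 18627, chromosome 1 of GRCm38, 91415977 to 91459351) and Per1 (gene 18626, chromosome 11, 69095108 to 69109965) encode repressors of the core clock loop, and their induction by night light shifts the clock. At ZT 15, Per2 rose with light from 7.27 ± 0.057 (SD, n = 3) to 7.87 ± 0.11 (SD, n = 3) in vehicle-infused mice. This is a fold change of 1.51 (95% confidence interval 1.39 to 1.64), or 0.59 (standard error 0.058, adjusted p = 3.92e-06) on the log2 scale. Per1 read 7.77 ± 0.12 (SD, n = 3) with light and 7.40 ± 0.094 (SD, n = 3) without it, a fold change of 1.29 (95% confidence interval 1.14 to 1.46). Its log2 fold change was 0.37 (standard error 0.087, adjusted p = 0.151), so it did not pass. For both genes, every DMSO-Light array lay above every DMSO-Sham array (exact two-sided permutation test, p = 0.100). At ZT 22, the log2 fold change was 0.0058 (standard error 0.087, adjusted p = 0.999) for Per1 and 0.14 (standard error 0.058, adjusted p = 0.504) for Per2. Per2 passed at ZT 15 without any 1 of the 6 arrays, with log2 fold changes of 0.55 to 0.65. With 1 array left out, Per1 passed at ZT 15 without DMSO-Light replicate 1 alone, at 0.42 (adjusted p = 0.0970). It also passed with array weights, and over all alternatives its adjusted p ran from 0.0348 to 0.531.

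**Figure D1:**
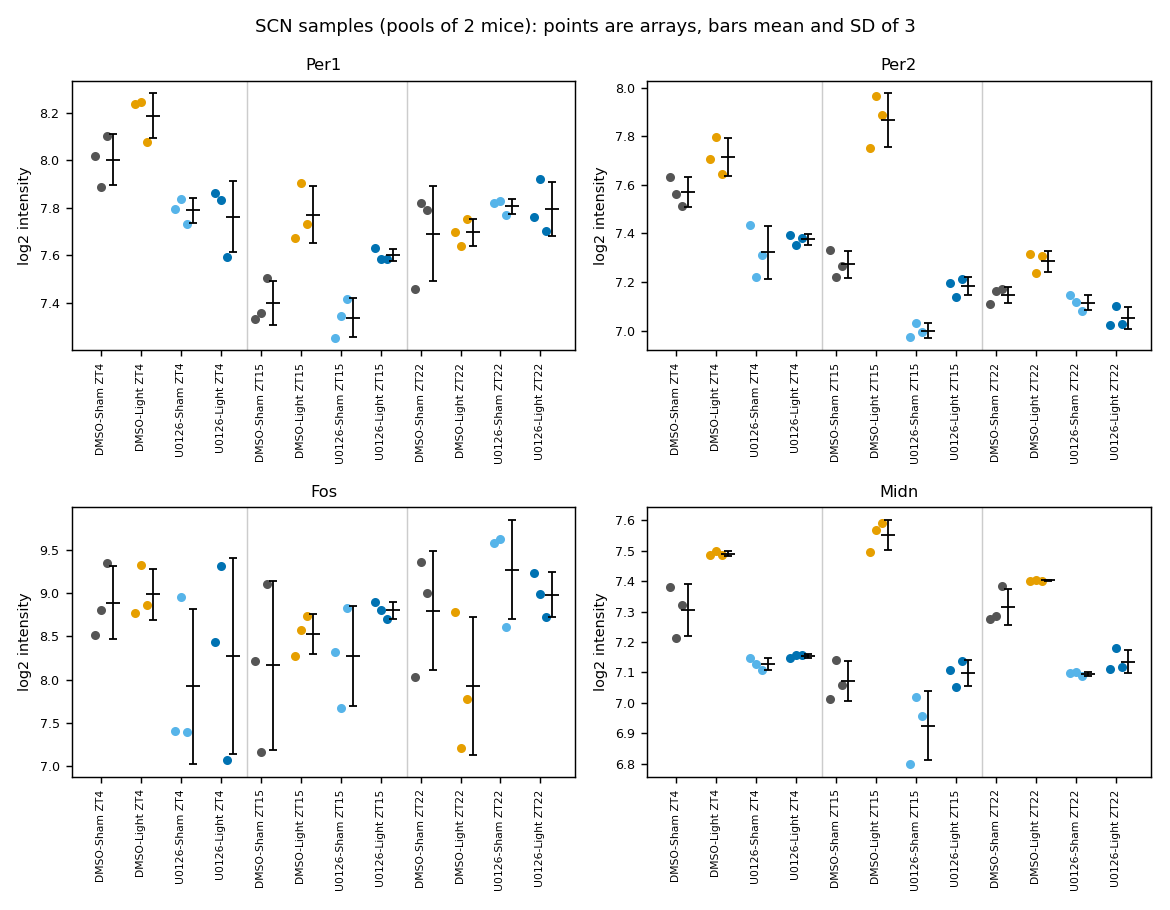
Log2 intensity of Per1, Per2, Fos and Midn in each array, by group. Points are single arrays, each from the pooled SCN of 2 mice, and bars give the mean and SD of 3. At ZT 15, the mean of Per2 is 7.87 with light and 7.27 without it in vehicle-infused mice.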

Here, we found that early night light led to an increase in *period 1* (1.29 fold; P-value = 0.051), and *period 2* expression (1.505-fold; P-value < 0.001), whereas during the late night, modest light-evoked induction of *period 1* and *period 2*, which did not reach statistical significance, was observed. 

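Fos (gene 14281, chromosome 12 of GRCm38, 85473890 to 85477274) encodes a transcription factor of the AP-1 complex that neurons make within minutes of stimulation. At ZT 15, Fos read 8.53 ± 0.23 (SD, n = 3) with light and 8.16 ± 0.98 (SD, n = 3) without it in vehicle-infused mice. Its log2 fold change was 0.37 (standard error 0.50, adjusted p = 0.928), with a 95% confidence interval from -0.66 to 1.40. At ZT 22, the log2 fold change of Fos was -0.87 (standard error 0.50, adjusted p = 0.755). The standard error of Fos was large beside these differences, and leaving out 1 array at a time gave -0.14 to 0.84 at ZT 15 and -1.31 to -0.52 at ZT 22. Other immediate early genes had smaller standard errors. At ZT 15, Nr4a2 rose by 0.64 (standard error 0.14, adjusted p = 0.0650) and Fosl2, an AP-1 factor related to Fos, by 0.72 (standard error 0.14, adjusted p = 0.0238). Fosl2 did not pass without DMSO-Sham replicate 2 (0.66, adjusted p = 0.218) or DMSO-Light replicate 3 (0.71, adjusted p = 0.194). Nr4a2 did not pass without DMSO-Sham replicates 1 or 2 (0.60, adjusted p = 0.268; 0.53, adjusted p = 0.522) or DMSO-Light replicates 1, 2 or 3 (0.63, adjusted p = 0.117; 0.69, adjusted p = 0.116; 0.60, adjusted p = 0.468). Egr1, a zinc finger factor that ERK induces, had a log2 fold change of 0.55 (standard error 0.20, adjusted p = 0.585), and its relative Egr2 had 0.55 (standard error 0.13, adjusted p = 0.156). For Egr3, another relative, the brightest of 3 probe sets had 0.50 (standard error 0.12, adjusted p = 0.156), while 2 others rose, by 0.52 (standard error 0.098, adjusted p = 0.0238) and 0.64 (standard error 0.13, adjusted p = 0.0309). The first of these did not pass without DMSO-Sham replicate 2 (0.44, adjusted p = 0.287) or DMSO-Light replicates 1 or 3 (0.44, adjusted p = 0.114; 0.53, adjusted p = 0.148). The second of these did not pass without DMSO-Sham replicates 1, 2 or 3 (0.65, adjusted p = 0.122; 0.61, adjusted p = 0.211; 0.67, adjusted p = 0.110) or DMSO-Light replicates 1 or 3 (0.56, adjusted p = 0.117; 0.66, adjusted p = 0.159). Of 29 immediate early genes, 5 rose and none fell (12 higher when adjusted over the list alone). Their median log2 fold change was 0.37, and camera gave an adjusted p = 0.0347 with an estimated correlation. At ZT 22, the median was -0.11, and camera gave an adjusted p = 0.649 with an estimated correlation.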

Lastly, significant induction of the immediate early gene *c-fos*, which has also been found to be strongly induced by light, was not observed using our light stimulus strategy: potential reasons for this lack of responsiveness are outlined in the *Discussion* section.

### Gene ontology analysis

In order to explore the functional roles of the light-evoked gene sets, we performed an ontological enrichment analysis using the web-based database DAVID [31]. Analysis was not performed for the circadian day time point, given that light did not elicit a transcriptional response. In contrast, large and functionally diverse gene categories were affected by light at both ZT 15 and ZT 22. For ZT 15, 64 non-redundant functional categories were identified while at ZT 22 a total of 280 functional categories were identified. Visual representation of functional category interaction networks was prepared using the STRING functional protein association networks database [32]. With this approach,10 functional clusters were generated for the early night time point, including Negative Regulation of ERK1/2 Signaling; Transcriptional Regulation; Development; Cell Membrane, and Signal Transduction (Fig 4A). 

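The gene groups behind the early night response were examined with marker lists. Dusp4 and Spry4 encode proteins that shut off ERK signaling and are made when ERK is active. Dusp4, a phosphatase of ERK, rose by 0.74 (standard error 0.14, adjusted p = 0.0234). Spry4, which blocks signaling from receptors to Ras, rose by 0.55 (standard error 0.12, adjusted p = 0.0842). Dusp4 did not pass without DMSO-Sham replicates 2 or 3 (0.73, adjusted p = 0.120; 0.74, adjusted p = 0.110) or DMSO-Light replicate 3 (0.66, adjusted p = 0.321). Spry4 did not pass without DMSO-Sham replicates 1 or 2 (0.52, adjusted p = 0.268; 0.44, adjusted p = 0.587) or DMSO-Light replicates 2 or 3 (0.48, adjusted p = 0.350; 0.55, adjusted p = 0.433). Of 21 ERK feedback and target genes, 2 rose (4 when adjusted over the list alone), with a median of 0.083 and an adjusted p = 0.0862 with an estimated correlation. Of 22 circadian clock genes, 3 rose (3 when adjusted over the list alone). They were Per2, Rora and Fbxl21, a ubiquitin ligase part that acts on cryptochromes, and the set had an adjusted p = 0.0251 with an estimated correlation. No gene passed among 22 SCN neuropeptide and identity genes (4 higher when adjusted over the list alone). Their median was 0.23, with an adjusted p = 0.0347 with an estimated correlation. Markers of meningeal fibroblasts, the cells of the membrane under the SCN, ran lower with light. Slc22a8, an organic anion transporter of these cells, had a log2 fold change of -0.78 (standard error 0.14, adjusted p = 0.0221). It did not pass without DMSO-Sham replicates 1 or 2 (-0.76, adjusted p = 0.119; -0.72, adjusted p = 0.183) or DMSO-Light replicates 1 or 3 (-0.68, adjusted p = 0.102; -0.74, adjusted p = 0.199). Prg4, a lubricating proteoglycan that is not on the list of markers, had -2.23 (standard error 0.49, adjusted p = 0.0859) and did not pass without DMSO-Sham replicates 1, 2 or 3 (-2.26, adjusted p = 0.245; -2.12, adjusted p = 0.411; -2.31, adjusted p = 0.263) or DMSO-Light replicates 1 or 3 (-2.10, adjusted p = 0.163; -1.99, adjusted p = 0.597). Of 31 listed markers, 1 fell (14 lower when adjusted over the list alone), with a median of -0.32 and an adjusted p = 0.0347 with an estimated correlation. The mean level of these markers, as the difference from each gene's average, was 0.40 ± 0.078 (SD, n = 3) in DMSO-Sham and -0.072 ± 0.29 (SD, n = 3) in DMSO-Light.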

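At ZT 22, genes of the interferon response were among those that fell with light in vehicle-infused mice. Igtp (gene 16145, chromosome 11 of GRCm38, 58199556 to 58207592) and Gbp8 encode GTPases that interferon induces to attack intracellular microbes. Igtp fell from 8.70 ± 0.53 (SD, n = 3) to 5.90 ± 0.71 (SD, n = 3), a log2 fold change of -2.79 (standard error 0.49, adjusted p = 0.00764), and Gbp8 had -1.97 (standard error 0.36, adjusted p = 0.00969). H2-Ab1, a chain of the MHC class II complex, had a log2 fold change of -1.49 (standard error 0.31, adjusted p = 0.0274). C1qc, a complement protein of microglia, had a log2 fold change of -0.86 (standard error 0.19, adjusted p = 0.0371). All of these calls were lost without DMSO-Sham replicate 3, while the direction of change stayed. Igtp did not pass without DMSO-Sham replicate 3 (-2.51, adjusted p = 0.102), and Gbp8 did not pass without DMSO-Sham replicate 3 (-1.77, adjusted p = 0.133) or DMSO-Light replicate 2 (-1.86, adjusted p = 0.101). H2-Ab1 did not pass without DMSO-Sham replicate 3 (-1.39, adjusted p = 0.231) or DMSO-Light replicates 1 or 2 (-1.47, adjusted p = 0.172; -1.35, adjusted p = 0.207). C1qc did not pass without DMSO-Sham replicate 3 (-0.72, adjusted p = 0.336) or DMSO-Light replicates 1 or 2 (-0.72, adjusted p = 0.284; -0.81, adjusted p = 0.235). All 12 interferon-inducible GTPases fell, with a median of -1.74 and an adjusted p = 0.0234 with an estimated correlation. Of 33 other interferon-stimulated genes, 27 fell (30 when adjusted over the list alone; adjusted p = 0.0230 with an estimated correlation). Of 16 genes of antigen presentation, 8 fell (14 when adjusted over the list alone; adjusted p = 0.0300 with an estimated correlation). Of 30 acute cytokine and NF-kB genes, 3 fell (27 when adjusted over the list alone), with an adjusted p = 0.0921 with an estimated correlation. Of 22 markers of microglia, 7 fell (14 when adjusted over the list alone), with an adjusted p = 0.0368 with an estimated correlation. For 15 reactive astrocyte genes, 3 fell (11 when adjusted over the list alone), with an adjusted p = 0.0368 with an estimated correlation, and for 16 neutrophil and monocyte markers, 4 fell (8 when adjusted over the list alone), with an adjusted p = 0.0230 with an estimated correlation. No member of these lists rose. The mean of the GTPases, as the difference from each gene's average over all arrays, was 1.84 ± 0.48 (SD, n = 3) in DMSO-Sham and 0.070 ± 0.50 (SD, n = 3) in DMSO-Light at ZT 22. Outside these groups, U0126-Sham ZT 4 replicate 3 alone had a mean as high as a DMSO-Sham ZT 22 array, so a high state of these controls that light did not set stays open.

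**Figure D2:**
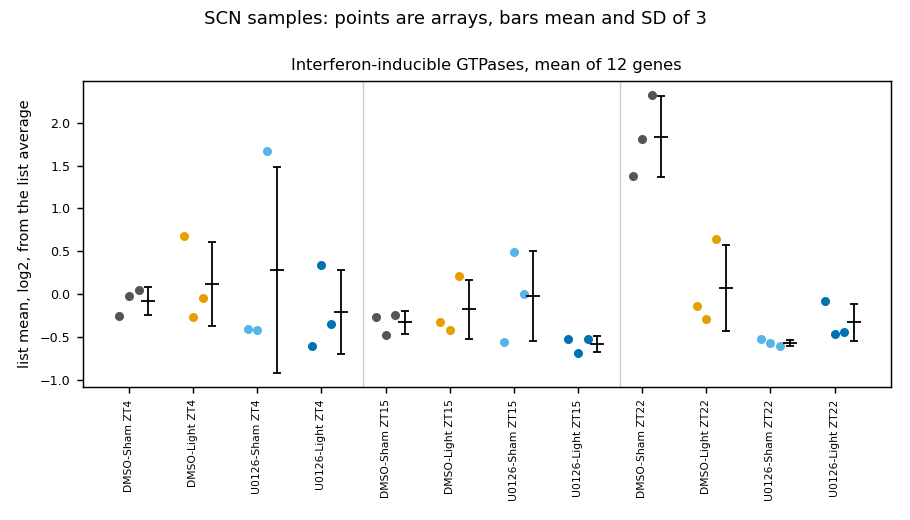
Mean log2 intensity of 12 interferon-inducible GTPase genes in each array, as the difference from each gene's average over the 36 arrays, by group. Points are single arrays and bars give the mean and SD of 3. The DMSO-Sham group at ZT 22 has a mean of 1.84 and the DMSO-Light group 0.070.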

For the late night time point, 43 functional clusters were generated, including clusters related to Immunity, GTP Binding, Response to interferon β, Signal Peptide Disulfide Bond and Proteolysis (Fig 4B).

**Fig 4:**
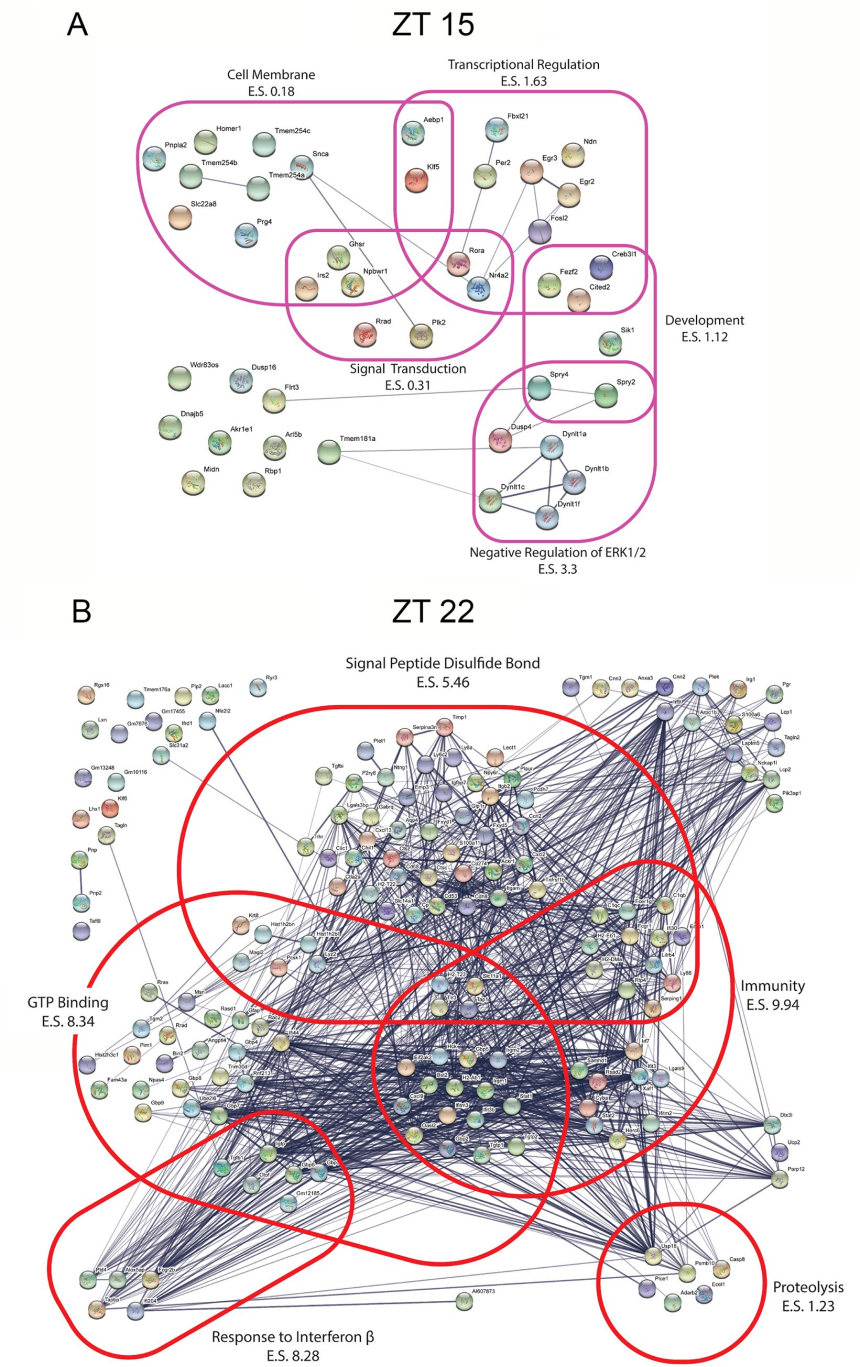
Functional enrichment clusters for transcripts induced by light. Ontological category clusters represented by the list of genes showing a statistically significant change after a light treatment at ZT 15 (**A**) and ZT 22 (**B**). Cluster and enrichment scores (E.S.) are generated using DAVID and are visualized using the STRING database visualization tool. Plots were generated in STRING database Version 11.0 URL https://string-db.org/ [51].

### MAPK suppression and the light-evoked transcriptome

Next, we examined the contribution of the MAPK pathway to light-regulated gene expression. To this end, we compared the noted light-evoked transcriptional profile to the light-evoked transcriptional profile following treatment with U0126. This intersectional analysis revealed that the disruption of MAPK signaling at the early night time point suppressed the expression of 32 of the 52 light-regulated transcripts (S3 Table). 

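Under U0126 at ZT 15, no gene passed between U0126-Light and U0126-Sham. Rora had a log2 fold change with light of 0.034 (standard error 0.13, adjusted p = 1.00), Rrad of 0.051 (standard error 0.17, adjusted p = 1.00) and Dnajb5 of 0.049 (standard error 0.058, adjusted p = 1.00). Per2 had a log2 fold change of 0.18 (standard error 0.058, adjusted p = 0.936), from 7.00 ± 0.030 (SD, n = 3) in U0126-Sham to 7.18 ± 0.038 (SD, n = 3) in U0126-Light. Spry4 had 0.0046 (standard error 0.12, adjusted p = 1.00). The immediate early gene Nr4a2 had a log2 fold change of 0.43 (standard error 0.14, adjusted p = 0.936), nearer to its value in vehicle. With limma, 0 probe sets passed for light under U0126 (2974 at an unadjusted p under 0.05), so none of the 69 probe sets that passed in vehicle did. Without U0126-Sham replicate 1 the number passed under U0126 was 3. The median light effect of the 69, in the direction seen in vehicle, was 0.68 in vehicle and 0.13 under U0126, and 55 kept their sign. Of these, 23 had an unadjusted p of at most 0.1 under U0126. Between the light-treated groups, 24 of the 69 passed, each moved by U0126 against the light effect. The 69 were chosen for their effect in vehicle, and the same DMSO-Light arrays enter both comparisons. Their larger effect in vehicle and the direction under U0126 are therefore in part set by that choice.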

At the late-night time point the disruption of MAPK signaling suppressed the expression of 190 out of 191 of the light-regulated transcripts (S4 Table). Thus, MAPK signaling appears to play a critical role in coupling light to transcriptional activation in the SCN.

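At ZT 22, no gene passed between U0126-Light and U0126-Sham. Cxcl9 had a log2 fold change with light under U0126 of -0.058 (standard error 0.43, adjusted p = 0.998), Ctsc of 0.036 (standard error 0.27, adjusted p = 0.998) and Igfbp7 of 0.10 (standard error 0.12, adjusted p = 0.987). In levels, Cxcl9 read 3.83 ± 0.068 (SD, n = 3) in U0126-Sham and 3.77 ± 0.14 (SD, n = 3) in U0126-Light. With limma, 0 probe sets passed for light under U0126 (3183 at an unadjusted p under 0.05), so none of the 435 that passed in vehicle did. The number passed was 1 and 2 without U0126-Sham replicates 1 and 2. The median light effect of the 435 was 0.66 in vehicle and 0.018 under U0126, and 246 kept their sign, 32 of them with an unadjusted p of at most 0.1. Of these probe sets, 302 also passed for U0126 without light in the same direction, 297 lower and 5 higher, where independent sets would share 3.52 and 0.0893. Cxcl9, Ctsc and Igfbp7 were among them. Both comparisons use the same 3 DMSO-Sham arrays, so chance deviations of these arrays enter both. Their covariance over all probe sets was 0.0169. In 100 simulations of unchanged groups set against shared controls, it had a median of 0.00792 and a maximum of 0.0187. No probe set passed both in these simulations. They drew residual arrays at random from all groups, so a state common to the 3 controls was removed, and they cannot test it. The number lower in both was 39 without DMSO-Sham replicate 3 and 56 and 44 without DMSO-Light replicates 1 and 2.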

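Whether U0126 changed the light response was tested directly, as the response under U0126 minus that in vehicle. At ZT 15, this difference was -0.76 (standard error 0.18, adjusted p = 0.371) for Rora, -1.04 (standard error 0.25, adjusted p = 0.371) for Rrad, -0.44 (standard error 0.081, adjusted p = 0.263) for Dnajb5 and -0.41 (standard error 0.082, adjusted p = 0.300) for Per2. At ZT 22, it was 0.88 (standard error 0.17, adjusted p = 0.233) for Igfbp7, 2.98 (standard error 0.69, adjusted p = 0.338) for Igtp and 2.93 (standard error 0.61, adjusted p = 0.245) for Cxcl9. No gene passed this test. With limma, 0 probe sets passed at ZT 15 (3964 at an unadjusted p under 0.05, smallest adjusted p 0.263). At ZT 22, 0 passed (3515 at an unadjusted p under 0.05, smallest adjusted p 0.144), and at ZT 4, 0 passed (2006 at an unadjusted p under 0.05). Of the 69 light-changed probe sets at ZT 15, 61 had an unadjusted p under 0.05 for the difference, and of the 435 at ZT 22, 385 did. These sets were chosen for their effect in vehicle, which enters the difference. As sets, the interferon-inducible GTPases had a median difference of 2.02 at ZT 22, with an adjusted p = 0.0404 with an estimated correlation. The reactive astrocyte genes had a median of 0.99, with an adjusted p = 0.0416 with an estimated correlation. Single arrays decided the counts. At ZT 15 it was 406 without DMSO-Sham replicate 1, 4 without DMSO-Light replicate 1, 2 without U0126-Sham replicate 1, and 1 and 5 without U0126-Light replicates 2 and 3. At ZT 22 it was 13 and 6 without DMSO-Sham replicates 1 and 2, 2 without DMSO-Light replicate 3, and 1 without U0126-Light replicate 3, and at ZT 4 it was 1 without DMSO-Sham replicate 2 or 3, 1 without DMSO-Light replicate 3, and 1 without U0126-Sham replicate 3. From the number of light-regulated transcripts whose regulation was suppressed when U0126 was given, the paper proposes that MAPK signaling couples light to transcription in the SCN.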

Interestingly, a comparative analysis of our light-treatment data sets (light pulse versus U0126 + light pulse) revealed that the suppression of MAPK signaling led to the expression of numerous genes that were not normally light responsive. Along these lines, at ZT 4, disruption of MAPK signaling triggered the light-evoked upregulation of 7 genes (6 coding and 1 non-coding: miRNA132/212) and the downregulation of 1 gene (ERDR1) (S5 Table). 

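The comparison between the light-treated groups was computed as U0126-Light minus DMSO-Light. At ZT 4, feedback regulators of ERK were among the genes that fell under U0126. Spry4 (gene 24066, chromosome 18 of GRCm38, 38586247 to 38601347) fell from 7.21 ± 0.062 (SD, n = 3) to 6.33 ± 0.22 (SD, n = 3), a log2 fold change of -0.87 (standard error 0.12, adjusted p = 0.00167). Dusp4 had a log2 fold change of -0.93 (standard error 0.14, adjusted p = 0.00524), Dusp6, another phosphatase of ERK, of -0.84 (standard error 0.14, adjusted p = 0.0104), and Mir212 of -0.92 (standard error 0.13, adjusted p = 0.00167). Erdr1 had a log2 fold change of 1.18 (standard error 0.25, adjusted p = 0.164) and did not pass. The uncharacterized 6530409C15Rik rose by 0.48 (standard error 0.080, adjusted p = 0.0155). Spry4 and Mir212 passed without any 1 of the 6 arrays. Dusp4 did not pass without DMSO-Light replicate 2 (-0.88, adjusted p = 0.106), Dusp6 did not pass without DMSO-Light replicate 2 (-0.84, adjusted p = 0.108) or U0126-Light replicate 1 (-0.74, adjusted p = 0.191), and 6530409C15Rik did not pass without DMSO-Light replicate 2 (0.39, adjusted p = 0.271) or U0126-Light replicates 1 or 3 (0.47, adjusted p = 0.153; 0.47, adjusted p = 0.106). In all, 6 probe sets fell and 3 rose under U0126, with 2658 at an unadjusted p under 0.05. The count was 3 without DMSO-Light replicate 2. These groups also differed in the sex of the pooled mice, which cannot be told apart from the drug here. Xist read 3.29 to 3.39 in the DMSO-Light arrays and 9.44 to 10.21 in the U0126-Light arrays.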

At ZT 15, disruption of MAPK signaling triggered the light-evoked upregulation of 45 genes (44 coding and 1 non-coding) and the downregulation of 18 genes (6 coding and 12 non-coding) (S6 Table), and at ZT 22, disruption of MAPK signaling led to the light-evoked upregulation of 7 genes (7 coding) (S7 Table). Together, these data reveal that MAPK signaling serves to dynamically regulate (i.e., both induce and suppress) gene expression as a function of light treatment and clock time.

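At ZT 15, several genes that light had raised in vehicle were lower in U0126-Light than in DMSO-Light. Per2 fell by 0.68 on the log2 scale (standard error 0.058, adjusted p = 1.59e-07). Rrad fell by 1.06 (standard error 0.17), Rora fell by 0.86 (standard error 0.13) and Dnajb5 fell by 0.56 (standard error 0.058). Dusp4 had a log2 fold change of -0.98 (standard error 0.14, adjusted p = 0.00101) and Spry4 of -0.99 (standard error 0.12, adjusted p = 8.33e-05). Klf5, a zinc finger factor of growth signals, had -0.61 (standard error 0.089, adjusted p = 0.00126). Cdh5, the cadherin of endothelial junctions, had -0.56 (standard error 0.098, adjusted p = 0.0111), and Lpar6, a receptor for lysophosphatidic acid, -0.78 (standard error 0.14, adjusted p = 0.0111). These genes passed without any 1 of the 6 arrays. Fewer named genes rose. Hpca, a calcium sensor of neurons, rose by 0.40 (standard error 0.087, adjusted p = 0.0473) and did not pass without DMSO-Light replicates 2 or 3 (0.43, adjusted p = 0.120; 0.29, adjusted p = 0.173) or U0126-Light replicate 2 (0.37, adjusted p = 0.314). At ZT 15, 62 probe sets fell and 92 rose under U0126, with 6893 at an unadjusted p under 0.05. Of those that rose, 83 carry no symbol. The count was 94, 52 and 84 without DMSO-Light replicates 1, 2 and 3 and 876, 34 and 86 without U0126-Light replicates 1, 2 and 3. With the replicate number as a block it was 264.
At ZT 22, Spry4 fell from 7.23 ± 0.022 (SD, n = 3) to 6.43 ± 0.24 (SD, n = 3) under U0126, a log2 fold change of -0.80 (standard error 0.12, adjusted p = 0.0210). It did not pass without DMSO-Light replicate 1 (-0.79, adjusted p = 0.111). At this time 8 probe sets fell and 1 rose, with 4603 at an unadjusted p under 0.05. The count was 0, 16 and 14 without DMSO-Light replicates 1, 2 and 3 and 2 and 5 without U0126-Light replicates 2 and 3.

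**Figure D3:**
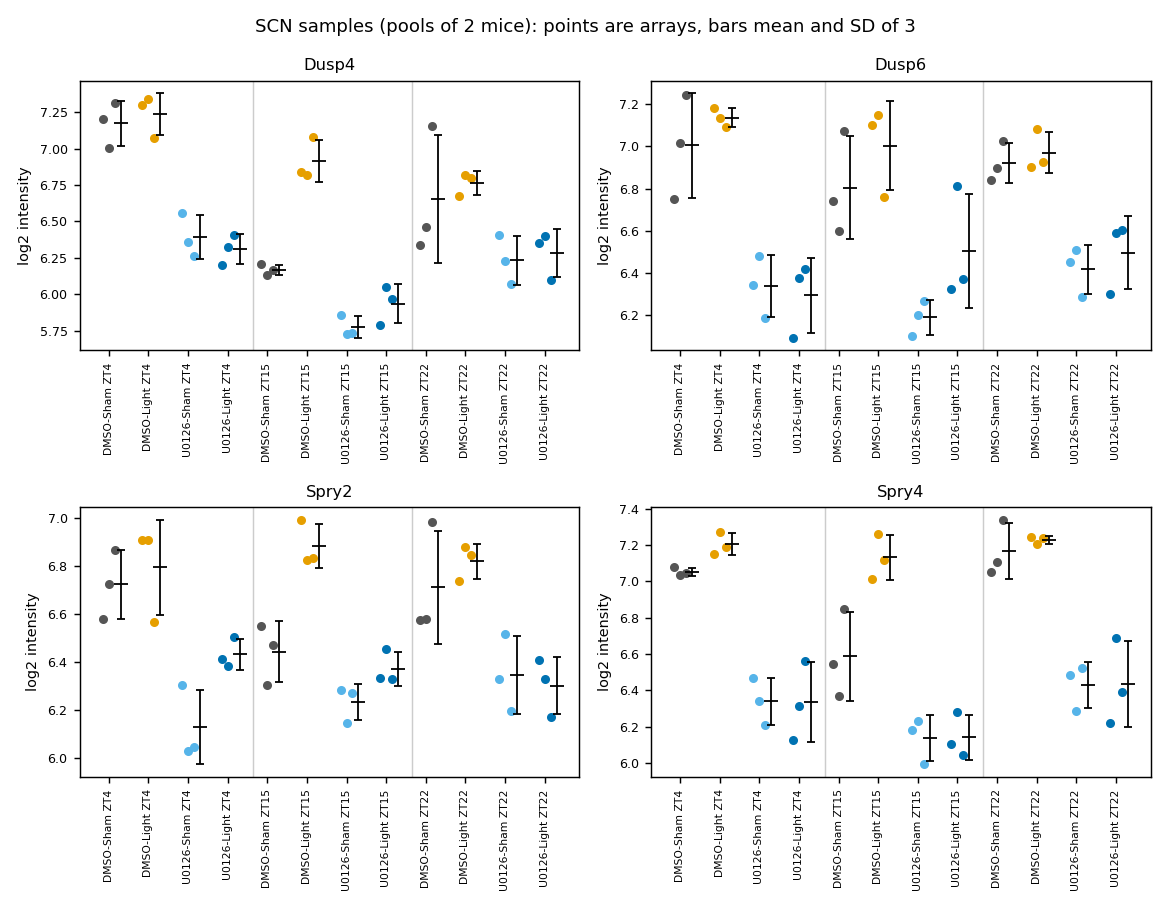
Log2 intensity of Dusp4, Dusp6, Spry2 and Spry4 in each array, by group. Points are single arrays and bars give the mean and SD of 3. At ZT 15, the mean of Spry4 is 6.14 in U0126-Light and 7.13 in DMSO-Light.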

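Feedback genes of the ERK pathway were lower in U0126-Light than in DMSO-Light at each of the 3 times. Spry2, which like Spry4 blocks signaling to Ras, had a log2 fold change of -0.36 (standard error 0.11, adjusted p = 0.919) at ZT 4, -0.51 (standard error 0.11, adjusted p = 0.0473) at ZT 15 and -0.52 (standard error 0.11, adjusted p = 0.118) at ZT 22 between the light-treated groups, and it passed at ZT 15 alone. Spry2 did not pass at ZT 15 without DMSO-Light replicates 1, 2 or 3 (-0.46, adjusted p = 0.175; -0.54, adjusted p = 0.122; -0.54, adjusted p = 0.101) or U0126-Light replicates 2 or 3 (-0.55, adjusted p = 0.133; -0.49, adjusted p = 0.149). Of 21 ERK feedback and target genes, 3 fell at ZT 4, 4 at ZT 15 and 1 at ZT 22, and none rose. When adjusted over the list alone, 7, 6 and 5 were lower. Their medians were -0.31, -0.20 and -0.17. Camera gave an adjusted p = 5.05e-05 with an estimated correlation at ZT 4, an adjusted p = 0.00398 with an estimated correlation at ZT 15 and an adjusted p = 0.00149 with an estimated correlation at ZT 22. The immediate early genes as a set had a median of -0.45 at ZT 4 (adjusted p = 0.00370 with an estimated correlation), -0.16 at ZT 15 (adjusted p = 0.474 with an estimated correlation) and -0.0043 at ZT 22 (adjusted p = 0.870 with an estimated correlation). Of 29, none passed at ZT 4 (16 lower when adjusted over the list alone), 3 fell at ZT 15 and none passed at ZT 22 (3 lower and 3 higher when adjusted over the list alone). Egr2 had a log2 fold change of -0.63 (standard error 0.13, adjusted p = 0.173) at ZT 4. Rgs16, which ends G protein signals in SCN neurons, had -0.78 (standard error 0.17, adjusted p = 0.0473) at ZT 15. Rgs16 did not pass without DMSO-Light replicates 2 or 3 (-0.78, adjusted p = 0.146; -0.70, adjusted p = 0.134) or U0126-Light replicates 2 or 3 (-0.76, adjusted p = 0.271; -0.79, adjusted p = 0.115). From the genes that were higher and lower between the light-treated groups at the 3 times, the paper concludes that MAPK signaling both induces and suppresses gene expression, depending on light and clock time.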

### MAPK signaling and the clock-gated transcriptome

In another line of analysis, our control, no light, data sets were probed for the effects that MAPK inhibition had on the transcriptional profile at the three circadian time points. To this end, a comparison of the U0126- and the vehicle-treatment conditions revealed a marked effect that MAPK pathway disruption had on the SCN transcriptome. Along these lines, at ZT 4, MAPK suppression altered the expression of 4 coding genes. In specific, 1 gene (Cd59a) was upregulated, and 3 genes (Dusp4, Spry2, Spry4) were downregulated (Fig 5A and 5B; S8 Table). 

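Without light at ZT 4, the feedback regulators of ERK Dusp4, Spry2 and Spry4 were near the threshold, as was Cd59a. Dusp4 had a log2 fold change with U0126 of -0.78 (standard error 0.14, adjusted p = 0.115), Spry2 of -0.60 (standard error 0.11, adjusted p = 0.115) and Spry4 of -0.71 (standard error 0.12, adjusted p = 0.115). Spry4 read 6.34 ± 0.13 (SD, n = 3) in U0126-Sham and 7.05 ± 0.023 (SD, n = 3) in DMSO-Sham. Cd59a, a membrane protein that protects cells from complement, had a log2 fold change of 0.74 (standard error 0.14, adjusted p = 0.115). Dusp6 had -0.67 (standard error 0.14, adjusted p = 0.229) and Mir212 -0.60 (standard error 0.13, adjusted p = 0.255). None of these passed. With limma, 0 probe sets passed, and 3667 had an unadjusted p under 0.05. Of 21 ERK feedback and target genes, 5 were lower when adjusted over the list alone, and the set had a median of -0.20 and an adjusted p = 0.00277 with an estimated correlation. Of 29 immediate early genes, 6 were lower when adjusted over the list alone, with an adjusted p = 0.0450 with an estimated correlation. The count was 16 without DMSO-Sham replicate 3 and 5 without U0126-Sham replicate 1. With the replicate number as a block it was 1. Where only probe sets with a gene symbol were tested, an alternative added after the data were seen, 4 passed, 1 higher and 3 lower.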

At ZT 15, MAPK suppression altered the expression of 506 genes. In specific, 484 genes (31 coding, 453 non-coding) genes were upregulated, and 22 genes were downregulated (18 coding, 4 non-coding) (Fig 5A and 5C; S9 Table). 

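At ZT 15, most of the annotated genes that rose with U0126 in the absence of light encode small non-coding RNAs. The 5S ribosomal RNA gene n-R5s112 rose from 8.19 ± 0.75 (SD, n = 3) in DMSO-Sham to 10.07 ± 0.29 (SD, n = 3) in U0126-Sham, a log2 fold change of 1.88 (standard error 0.30, adjusted p = 0.000844). Gm23647, annotated as a pseudogene, rose by 1.85 (standard error 0.30, adjusted p = 0.000844), and Snora21, which guides the modification of ribosomal RNA, by 1.19 (standard error 0.25, adjusted p = 0.00855). Among the genes that fell were feedback regulators of ERK and transporters. Dusp6 had a log2 fold change of -0.61 (standard error 0.14, adjusted p = 0.0121) and Spry4 of -0.45 (standard error 0.12, adjusted p = 0.0371). Slc22a8 fell from 7.22 ± 0.14 (SD, n = 3) to 6.43 ± 0.17 (SD, n = 3), a log2 fold change of -0.78 (standard error 0.14, adjusted p = 0.00293). Slc47a1, which exports organic cations, had -0.56 (standard error 0.13, adjusted p = 0.0138). The calls of n-R5s112, Gm23647, Snora21 and Slc22a8 held without any 1 of the 6 arrays. Dusp6 did not pass without DMSO-Sham replicate 3 (-0.48, adjusted p = 0.130), Spry4 did not pass without DMSO-Sham replicate 3 (-0.32, adjusted p = 0.312) or U0126-Sham replicate 3 (-0.38, adjusted p = 0.181), and Slc47a1 did not pass without DMSO-Sham replicate 2 (-0.43, adjusted p = 0.128). In all, 2251 probe sets rose and 48 fell, with 8379 at an unadjusted p under 0.05. Of those that rose, 1690 carry no symbol. Those with 1 symbol in the reference annotation held 299 small nuclear RNA genes, 85 ribosomal RNA genes, 61 small nucleolar RNA genes and 14 protein-coding genes. Of those that fell, 23 are protein-coding. Over all probe sets tested, the arrays of the groups did not overlap in 19.8% (chance share 10%). Of 69 5S ribosomal RNA genes, 66 rose (66 when adjusted over the list alone), with an adjusted p = 0.00777 with an estimated correlation. Many of them read nearly the same sequence, so they are not independent. The DMSO-Sham controls read low in these genes, with a mean of -0.91 ± 0.56 (SD, n = 3) as the difference from each gene's average over all arrays, while U0126-Sham (0.57 ± 0.28 (SD, n = 3)) lay near DMSO-Sham at ZT 4 (0.45 ± 0.11 (SD, n = 3)). The controls were not alike, with -0.26, -1.18 and -1.28 in replicates 1, 2 and 3. Low values were not limited to them, since DMSO-Light at ZT 15 read -0.051, -0.61 and -0.86. Of 94 5S probe sets, 88 were lower at ZT 15 than at ZT 4 in DMSO-Sham. The count of passed probe sets was 1123 and 797 without DMSO-Sham replicates 2 and 3 and 960 without U0126-Sham replicate 2. With the mean of the 5S genes as a covariate, an alternative added after the data were seen, 0 probe sets passed with limma (4726 at an unadjusted p under 0.05). There n-R5s112 had 0.099 (standard error 0.094) and Slc22a8 -0.93 (standard error 0.22, adjusted p = 0.216). The effect of Slc22a8 did not shrink with the covariate, while its standard error rose from 0.14 to 0.22. Its lost call therefore does not show a lost effect.

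**Figure D4:**
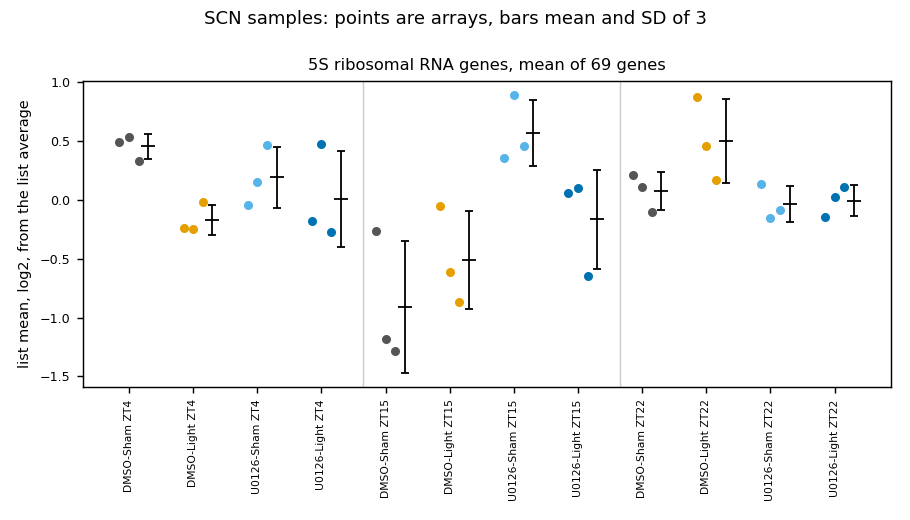
Mean log2 intensity of 69 5S ribosomal RNA genes in each array, as the difference from each gene's average over the 36 arrays, by group. Points are single arrays and bars give the mean and SD of 3. At ZT 15, the mean is 0.57 in U0126-Sham and -0.91 in DMSO-Sham.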

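At ZT 22, genes of inflammation and feedback genes of ERK were among those lower in U0126-Sham than in DMSO-Sham. Gbp2, an interferon-induced GTPase, fell from 9.91 ± 0.56 (SD, n = 3) in DMSO-Sham to 5.67 ± 0.070 (SD, n = 3) in U0126-Sham, a log2 fold change of -4.24 (standard error 0.58, adjusted p = 0.000271). Ptgs2, the inducible cyclooxygenase that makes prostaglandins, had a log2 fold change of -3.23 (standard error 0.55, adjusted p = 0.00148). Cxcl13, a chemokine for B cells, had -4.57 (standard error 0.89, adjusted p = 0.00473), and Lcn2, an iron-binding protein of reactive astrocytes, -3.61 (standard error 0.75, adjusted p = 0.00934). Angptl4, a secreted inhibitor of lipoprotein lipase, fell by 1.27 on the log2 scale (standard error 0.17). Spry4 had a log2 fold change of -0.73 (standard error 0.12, adjusted p = 0.00104) and Dusp6 of -0.50 (standard error 0.14, adjusted p = 0.0711). Of these, Dusp6 alone lost its call with 1 array left out, without DMSO-Sham replicates 1, 2 or 3 (-0.54, adjusted p = 0.110; -0.51, adjusted p = 0.162; -0.45, adjusted p = 0.270) or U0126-Sham replicates 1 or 3 (-0.52, adjusted p = 0.136; -0.44, adjusted p = 0.294). In the whole comparison, 676 probe sets fell and 64 rose, with 5942 at an unadjusted p under 0.05. Of those that fell and carry 1 symbol in the reference annotation, 456 are protein-coding, against 6 of those that rose. The arrays of the groups did not overlap in 11.5% of all probe sets tested (chance share 10%). Without DMSO-Sham replicate 3, 441 passed. The same 3 DMSO-Sham arrays are the controls for light at ZT 22, and their mean of the interferon-inducible GTPases, as the difference from each gene's average over all arrays, was 1.84 ± 0.48 (SD, n = 3), against -0.57 ± 0.036 (SD, n = 3) in U0126-Sham. These values do not tell a lowering of the inflammation genes by U0126 from a high state of the controls that neither treatment set.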

At ZT 22, MAPK suppression altered the expression of 335 genes, with 4 coding genes exhibiting increased expression, and 331 genes (318 coding, 13 noncoding) exhibiting downregulation (Fig 5A and 5D; S10 Table). Finally, intersectional analysis identified 1 gene (Spry4) that was altered at all three time points; and 6 genes that were altered at both early and late night time points (S11 Table).

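Spry4 and Dusp6 passed at both ZT 15 and ZT 22 without light. To ask what U0126 did at every time, its effect was also averaged over Sham and Light, which sets 6 arrays against 6. On this average, Spry4 had a log2 fold change of -0.79 (standard error 0.084, adjusted p = 1.31e-05) at ZT 4, -0.72 (standard error 0.084, adjusted p = 9.00e-05) at ZT 15 and -0.77 (standard error 0.084, adjusted p = 5.48e-05) at ZT 22. Dusp6 had -0.75 (standard error 0.096, adjusted p = 0.000198), -0.56 (standard error 0.096, adjusted p = 0.00153) and -0.49 (standard error 0.096, adjusted p = 0.00811). Dusp4 had -0.85 (standard error 0.098, adjusted p = 4.45e-05), -0.69 (standard error 0.098, adjusted p = 0.000405) and -0.45 (standard error 0.098, adjusted p = 0.0169). These were the 3 named genes among 5 probe sets that passed at all 3 times in 1 direction. Spry4 and Dusp6 passed without any 1 of the 12 arrays at each time, and Dusp4 did not pass at ZT 22 without DMSO-Sham replicate 3 (-0.32, adjusted p = 0.0405). On the average, 14 probe sets passed at ZT 4, 1895 at ZT 15 and 594 at ZT 22. The count at ZT 4 was 24 without DMSO-Sham replicate 2 and 24 without DMSO-Light replicate 3. Without light, 15 probe sets passed at both ZT 15 and ZT 22, 3 higher, 2 lower and 10 in opposite directions, where independent sets would share 2.18, 0.492 and 23.1. With a symbol among them are Ccl9 and Ccrl2, of chemokine signaling, and Rgs1, which ends G protein signals in lymphocytes. Their number was 7 and 4 without DMSO-Sham ZT15 replicates 2 and 3, 53 and 5 without U0126-Sham ZT15 replicates 1 and 2, and 9 without U0126-Sham ZT22 replicate 1. At all 3 times, 0 probe sets passed with limma, since 0 passed at ZT 4. It was 1 without DMSO-Sham ZT4 replicate 3, U0126-Sham ZT4 replicate 1, DMSO-Sham ZT15 replicate 2, DMSO-Sham ZT22 replicate 1 or DMSO-Sham ZT22 replicate 3.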

**Fig 5:**
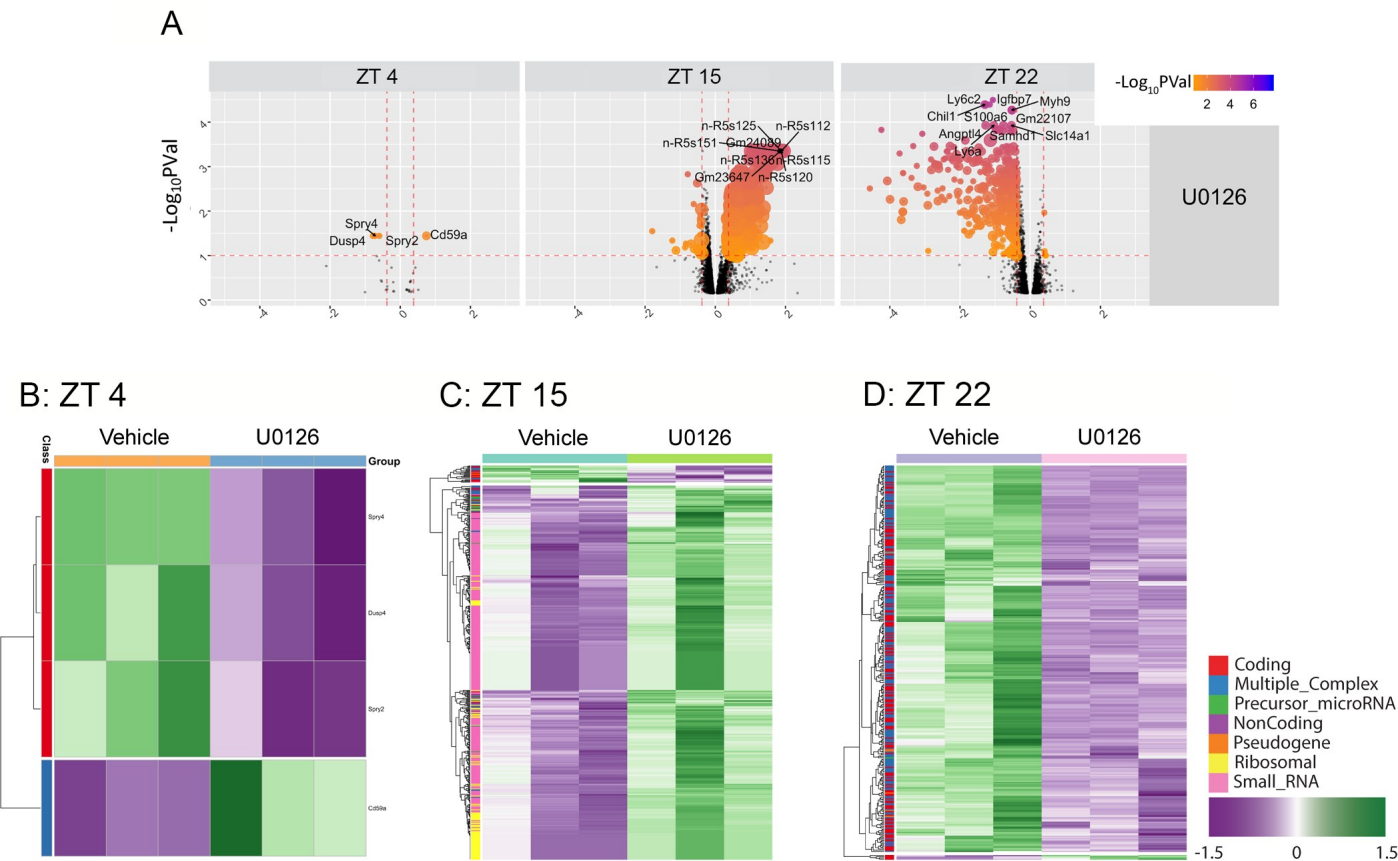
Bioinformatic-based analysis of MAPK-regulated transcripts in the SCN. A. Volcano plots depicting changes in gene expression induced by U0126 at mid-day (left), early night (middle) and late night (right). A fold-change (FC) ≥ 1.3 and adjusted P-value (Pval) ≤ 0.1 (represented as -Log_10_PVal) are illustrated by dotted vertical and horizontal lines respectively. Included are the names of the top 10 transcripts showing statistically significant changes. B-D. Heat map clustering (triplicate determinations for each condition) depicts U0126-mediated changes in gene expression at ZT 4 (B), ZT 15 (C) and ZT 22 (D). The different transcript classes are color coded and bracketing to the left denotes hierarchical gene expression clustering. Volcano plots and heatmaps were generated in *R* Version 3.1.0 URL https://www.R-project.org/ [53].

DAVID ontological enrichment analysis was used to examine the effects of MAPK signaling on the basal transcriptional profile at the 3 noted circadian time points (Fig 6A–6C). Interestingly, distinct functional classes of genes were affected by MAPK inhibition at the early and late night time points. 

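Genes of several kinds passed between U0126-Sham and DMSO-Sham at the night times. At ZT 15, Prg4 and markers of meningeal fibroblasts were among those that fell. Prg4 had a log2 fold change of -1.80 (standard error 0.49, adjusted p = 0.0439). Prg4 did not pass without DMSO-Sham replicates 2 or 3 (-1.68, adjusted p = 0.166; -1.88, adjusted p = 0.127) or U0126-Sham replicates 2 or 3 (-1.54, adjusted p = 0.236; -1.58, adjusted p = 0.179). Of 31 meningeal markers, 8 fell (16 lower when adjusted over the list alone), with a median of -0.40 and an adjusted p = 0.126 with an estimated correlation. Of the ERK feedback and target genes, 2 fell (3 lower when adjusted over the list alone), with an adjusted p = 0.122 with an estimated correlation. Of 68 small nucleolar RNA genes, 21 rose (33 when adjusted over the list alone), with an adjusted p = 0.122 with an estimated correlation. At ZT 22, Osmr, the receptor for oncostatin M, fell by 1.82 on the log2 scale (standard error 0.28) and Vcam1, an adhesion molecule of inflamed vessels, fell by 1.22 (standard error 0.21). Il1b, the cytokine interleukin 1 beta, had a log2 fold change of -3.68 (standard error 0.86, adjusted p = 0.0238) and did not pass without DMSO-Sham replicate 3 (-3.22, adjusted p = 0.174) or U0126-Sham replicate 1 (-3.31, adjusted p = 0.127). All 12 interferon-inducible GTPases fell (adjusted p = 0.00285 with an estimated correlation), as did 29 of 33 interferon-stimulated genes (31 when adjusted over the list alone; adjusted p = 0.00285 with an estimated correlation). For acute cytokine and NF-kB genes, 26 of 30 fell (29 when adjusted over the list alone), with an adjusted p = 0.00301 with an estimated correlation. Of 16 genes of antigen presentation, 15 fell (15 when adjusted over the list alone), with an adjusted p = 0.00485 with an estimated correlation, and of 15 reactive astrocyte genes 13 (13 when adjusted over the list alone), with an adjusted p = 0.00285 with an estimated correlation. Of 22 microglia markers, 12 fell (13 when adjusted over the list alone), with an adjusted p = 0.00919 with an estimated correlation. Of the ERK feedback and target genes, 4 fell (6 lower when adjusted over the list alone), with an adjusted p = 0.00478 with an estimated correlation. Of 15 endothelial markers, 3 fell (4 when adjusted over the list alone), with an adjusted p = 0.00285 with an estimated correlation. With camera's preset correlation, 12 lists passed at ZT 15 and 16 at ZT 22, and 1 and 11 of these held with the estimated correlation. The inflammation genes at ZT 22 are set against DMSO-Sham arrays that also read higher than DMSO-Light, so a high state of these controls stays open.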

At the early night time point, 4 functional classes were identified, including growth factor signaling and membrane physiology (Fig 6B); at the late night time point, marked alterations in immunity genes were observed as were genes involved in transcriptional regulation, lipid metabolism and ubiquitination (Fig 6C). 

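Whether the effect of U0126 without light depended on the time of day was tested as the difference between its effects at 2 times. Between ZT 22 and ZT 15, Gbp2 had a difference of -4.39 (standard error 0.82, adjusted p = 0.00751), Rsad2 of -3.12 (standard error 0.48, adjusted p = 0.00311), Igfbp7 of -1.15 (standard error 0.17, adjusted p = 0.00177) and n-R5s112 of -2.08 (standard error 0.42, adjusted p = 0.0102). Between ZT 22 and ZT 4, Cxcl9 had a difference of -3.90 (standard error 0.61, adjusted p = 0.0109) and Igtp of -3.96 (standard error 0.69, adjusted p = 0.0179). Between ZT 15 and ZT 4, n-R5s112 had 2.14 (standard error 0.42, adjusted p = 0.0127), and Cd59a -0.81 (standard error 0.19, adjusted p = 0.0531). Apart from Cd59a, these differences passed without any 1 of the 12 arrays. Cd59a did not pass without DMSO-Sham ZT4 replicate 1 (-0.78, adjusted p = 0.104), U0126-Sham ZT4 replicate 1 (-0.66, adjusted p = 0.143), DMSO-Sham ZT15 replicate 1 (-0.68, adjusted p = 0.124) or U0126-Sham ZT15 replicate 2 (-0.66, adjusted p = 0.172). With the mean of the 5S genes as a covariate, 1 probe set passed between ZT 22 and ZT 15, 210 between ZT 22 and ZT 4 and 0 between ZT 15 and ZT 4 (limma, 4679 at an unadjusted p under 0.05). Of the differences named above, those of Cxcl9 and Igtp between ZT 22 and ZT 4 alone passed there. Why the calls of Gbp2, Rsad2, Igfbp7 and Cd59a ended there was not tested, and a lost call does not show that the effect was gone. For the ERK feedback genes the effects at the 3 times did not pass a difference. Spry4 had -0.28 (standard error 0.17, adjusted p = 0.525) between ZT 22 and ZT 15 and 0.26 (standard error 0.17, adjusted p = 0.591) between ZT 15 and ZT 4, and Dusp4 had 0.39 (standard error 0.20, adjusted p = 0.454) between ZT 15 and ZT 4. In all, 1612 probe sets passed between ZT 22 and ZT 15, 252 between ZT 22 and ZT 4 and 720 between ZT 15 and ZT 4. The first count was 974 and 860 without DMSO-Sham ZT15 replicates 2 and 3, 797 without U0126-Sham ZT15 replicate 2, 1008 without DMSO-Sham ZT22 replicate 2, and 1054 without U0126-Sham ZT22 replicate 1. The second was 53, 132 and 390 without DMSO-Sham ZT4 replicates 1, 2 and 3, 400 and 49 without U0126-Sham ZT4 replicates 1 and 3, 47 without DMSO-Sham ZT22 replicate 3, and 109 without U0126-Sham ZT22 replicate 3. The third was 451 and 411 without U0126-Sham ZT4 replicates 1 and 2, 277 and 262 without DMSO-Sham ZT15 replicates 2 and 3, and 292 without U0126-Sham ZT15 replicate 2. From the modest effects of MAPK inhibition in the daytime and the largely distinct gene sets at the night times, the paper concludes that the circadian clock regulates the transcriptional activity of the MAPK pathway over the cycle.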

The relatively modest effects that MAPK inhibition has on gene expression during the subjective daytime, coupled with the largely distinct sets of genes affected during the early and the late night indicate that the circadian clock exerts potent, temporally delimited, regulation on MAPK transcriptional activity across the circadian cycle.

**Fig 6:**
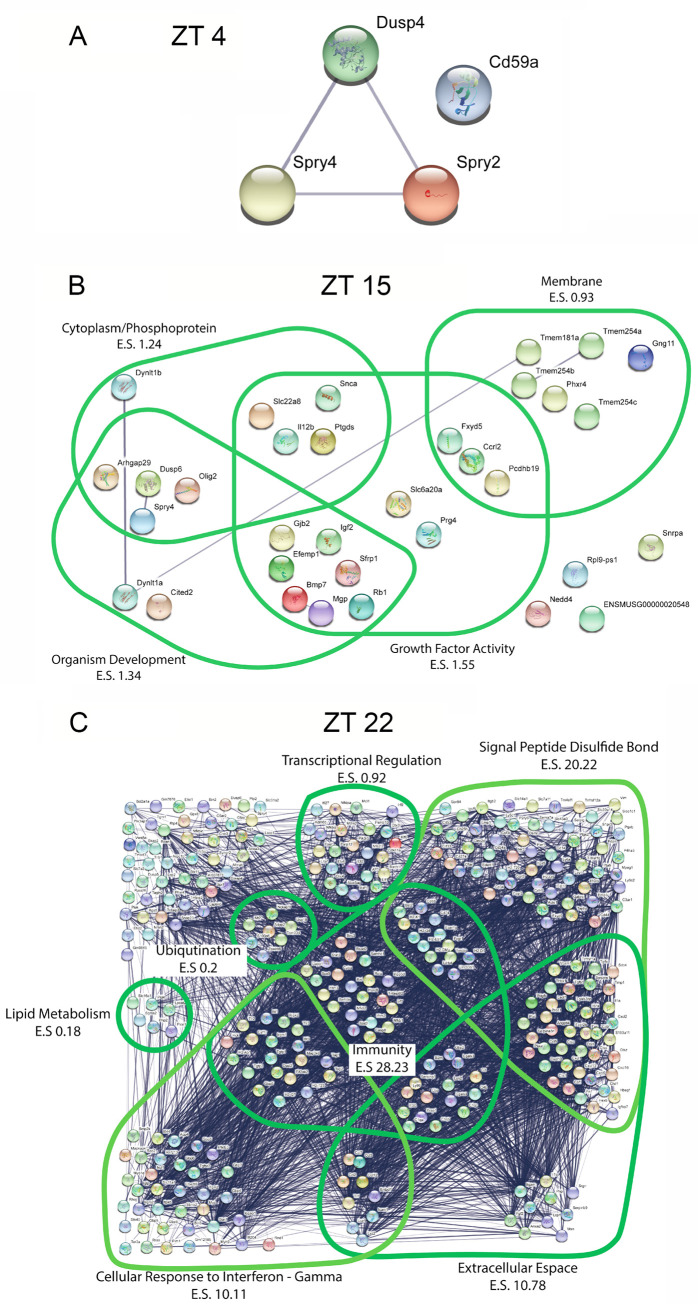
Functional enrichment clusters for transcripts regulated by MAPK signaling in the SCN. Ontological category clusters of the genes showing a statistically significant change after a light treatment at mid-day (**A**) early night (**B**) and late night (**C**). Cluster and enrichment scores (E.S.) are generated using DAVID and are visualized using the STRING database visualization tool. Plots were generated in STRING database Version 11.0 URL https://string-db.org/ [51].

## Discussion

Here, we present the first report that examines the transcriptome-wide effects of MAPK signaling in the SCN. As a starting point for this study, we provide data that both supports and extends previous studies showing that, 1) photic stimulation leads to rapid ERK activation, 2) activation is restricted to the night time domain (corresponding to the time period when the circadian clock is sensitive to light) and 3) *in vivo* MEK inhibition potently suppresses MAPK activity and uncouples the clock from light. With the use of a comprehensive mouse gene expression assay that covers both coding and noncoding transcripts, we further this line of work by showing that the MAPK pathway contributes to both the clock-gated and light-evoked transcriptional program within the SCN.

### Light-evoked, clock-gated, gene expression

As a starting point for the gene profiling studies, we reported on the light-evoked transcriptional response at three circadian time points that are representative of the unique, time-domain-specific response properties of the SCN: the early circadian night (phase delaying), the late circadian night (phase advancing) and the circadian day (light refractory). The key observations that came from these studies are that 1) gene induction does not occur during the middle of the circadian day, and 2) light triggers largely distinct gene expression patterns during the early and late subjective night.

Our finding that light does not affect gene expression during the subjective day is largely consistent with work over the past ~ 30 years showing that light-evoked gene expression is limited to the night time domain. Along these lines, immediate early genes (IEGs), such as c-*fos*, *junB*, *egr-1* and the core clock genes *period1 and period2* exhibit rapid expression following light exposure during the night time domain, but not during the subjective day [33–39]. However, it is notable that a recent transcriptome profiling study by Hatori et al. (2014) reported a modest transcriptional response at 1 hour after CT 6 light exposure (9 upregulated and 2 downregulated/suppressed transcripts, with a greater number of genes observed at 2 hours post-light treatment) [22]. The difference between our profiling data and the work of Hatori et al. [22] could be ascribed to a wide array of differences in experimental conditions and data collection and analysis methods.

Some of the well-characterized light-evoked IEGs (e.g., c-*fos*, *junB*, *egr-1*) were not detected in our array data set. One likely explanation for this is the short half-life of IEG transcripts [40]. As such, the 1 hour-post light treatment time point used to collect the tissue likely did not provide the temporal resolution required to detect rapidly induced, and transiently expressed, IEG transcripts. Further, though the 1-hr time point did detect a large number of light evoked transcripts, the relatively modest induction of some transcripts (such as *period 1*) may be a function of the time course of profiling or our SCN tissue isolation method, which, for genes that are induced in only a fraction of SCN cells, would lead to a markedly attenuated signal. Additional approaches, including laser capture microdissection or single cell RNA sequencing would certainly help determine the response profiles of distinct neuronal and non-neuronal cell populations. With that said, our profiling identified a large number of transcripts that have been detected in other studies, including *Per2*, *Rora*, *Rrad*, *Egr2*, *Egr3*, *Sik1*, *Nr4a2*, *Fosl1*, *Spry4*, *Arl5b*, *Klf5*, *Midn*, *Plk2*, *Dusp4*, *Cdh8*, *Trhr*, *Ntng1* and *miR212/132* [22, 23]. Finally, in addition to the noted potential explanations, the lack of a significant induction of *period* genes during the late night could also be related to the limited sensitivity of the clock to light. In specific, our late-night ZT 22 light treatment was based on the LD cycle prior to transfer to DD; however given that the tau of C57BL/6J mice is slightly shorter than 24 hrs (23.77: [41]) and that mice were transferred to DD for 2 days, the circadian time for the light pulses may have been close to 22.5 (of note, circadian timing was not independently confirmed for the animals used in this study). At this point in the circadian cycle (circadian time 22.5), prior photic phase-response profiling studies have shown that the SCN clock in C57Bl6J mice has limited sensitivity to light [42, 43]. *Period* genes are state variables of the circadian oscillator, and as such, our data showing limited light sensitivity of *period* transcripts at this late night time point would appear to be consistent with the limited photic sensitivity of the clock as it transitions from the circadian night to the circadian day.

Comparing the early and late night time points revealed a marked divergence in the number and functional classes of genes that were regulated by light. Further, functional analysis of the differentially regulated genes at these two circadian times revealed distinct enriched ontological clusters. To this point, only one gene was regulated by light at both time points and there were no common ontological clusters. Further, it was interesting to find that the profiles of light-evoked genes biased toward increased expression during the early night and reduced expression during the late night. What might it mean that such large and functionally distinct sets of genes are regulated in response to early and late night light? Could the induction of such a diversity of genes underlie the magnitude of the phase shift, or might the differences in relative expression of induced and repressed genes at these time points contribute to the differential response properties of the SCN to early night and late night light (i.e., phase delaying and phase advancing, respectively)? Although there have been several studies that have examined the underlying molecular mechanisms (e.g., gene expression patterns and signal transduction networks) that drive the differential response properties of the SCN to early night and late night light [20, 44–46], at this point, there is no simple or direct answer to this question. Given the diversity of inducible genes and distinct transcriptional responses to light during the early and late night reported here, it is tempting to speculate that the precise light-evoked, phase-specific, response properties of the clock are dependent on the concerted effects of a wide array of gene products, rather than the effects of a single gene/gene family (e.g., *period genes*), or a small subset of genes.

### MAPK-dependent gene expression

Although numerous studies have shown that the MAPK-mediated signaling regulates both basal and inducible neuronal gene expression [47, 48], we were surprised by the degree to which light-evoked gene expression in the SCN was dependent on MAPK signaling. Along these lines, MAPK pathway disruption repressed light-regulation of over 60% of the early night genes and nearly all light-responsive genes during the late night. To a certain extent, these potent effects are consistent with prior studies showing U0126 infusion suppressed the expression of immediate early genes (i.e., c-Fos, JunB, EGR-1) during the early night in the SCN [21]. When these data are considered within the context of work showing that light-evoked MAPK signaling is temporally correlated with the time periods when the clock is sensitive to light (i.e., the night time domain), and work showing that MAPK signaling is essential for light-evoked clock entrainment, these data indicate that MAPK-dependent gene transcription is a key event in the entrainment process.

Here, it is also worth noting that, although MAPK signaling is necessary for clock entrainment, it is unlikely to be sufficient, or it may not even be uniquely positioned as an essential regulator of light-evoked clock entrainment. Along these lines, a good number of additional kinase pathways have been shown to be light responsive, including nitric oxide/protein kinase G (PKG) [13, 14]; calcium-calmodulin kinases (CaMKs) [15, 16]. These pathways may function independently of the MAPK pathway to regulate inducible gene expression, and/or they could function in coordination with the MAPK pathway as is the case for CaMKII [18] to affect clock entrainment.

### Circadian regulation of MAPK signaling

In addition to its robust responsiveness to light, the activation state of the MAPK cascade is also modulated over the circadian cycle [18]. Along these lines, peak levels of ERK activation are detected during the middle of the subjective day (when MAPK signaling is not activated by light) and low levels of ERK activity are detected during the night time domain. Although the experiments described here were designed to examine the role of the MAPK pathway in light-evoked gene expression, our control data sets, where mice were infused with U0126 in the absence of light, provided an interesting set of insights into the roles that MAPK signaling plays in circadian-gated gene expression. Notably, the suppression of MAPK signaling altered the expression of a large number of genes during the night time domain (506 during the early nighttime and 331 during the late night). The fact that intersectional analysis only identified a limited number of genes that are regulated by MAPK signaling during both the early and late night raises the prospect that MAPK signaling may play a critical role in gating key functional properties of the SCN oscillator as it progresses across the circadian night. Consistent with this idea, suppression of MAPK signaling has been shown to disrupt the timing properties of the SCN [49, 50]. Potential MAPK-regulated genes that could affect clock timing include a wide variety of channels, transcription factors and genes that play a role in cellular plasticity. Finally, the disruption of MAPK signaling had minimal effects on gene expression during the daytime, even though marked ERK activation is detected through the SCN during the circadian day [17]. Clearly, the underlying mechanisms that regulate time-of-day transcriptional regulation by the MAPK pathway merits further investigation.

### MAPK-mediated suppression of gene expression

Interestingly, in addition to our data showing that MAPK signaling is a principal route by which inducible gene up-regulation occurs, our data also revealed that MAPK signaling functions as a potent repressor of gene expression. MAPK-mediated suppression of gene expression has been most thoroughly explored within the realm of cell cycle control mechanisms [51]. For example, chronic ERK activation has been shown to lead to the downregulation of antiproliferative genes [52]. At a mechanistic level, several studies have identified potential routes by which this could occur. For example, Stat3-dependent transcription has been shown to be repressed by ERK activation [53]. Likewise, ERK was recently found to phosphorylate the cofactor MCRIP1, which in turn leads to CtBP-mediated gene silencing [54]. Hence, within the SCN, there appears to be a complex interplay of mechanisms by which the MAPK pathway modulates (both positively and negatively) the light-evoked transcriptional profile in the SCN.

Finally, beyond transcriptional regulation, the MAPK pathway has complex and diverse post-transcriptional effects that likely also contribute to its effects on clock timing and entrainment. For example, MAPK signaling has been shown to modulate mRNA translation via the mTOR pathway in the SCN [55, 56]. Further, via its post-translational effects within the cytoplasm, MAPK signaling regulates cell excitability and cell morphology [57–59]: two processes that could also contribute to the resetting effects of light. However, at its core, light-evoked clock resetting appears to require transcriptional activation. As such, the data presented here provide a novel exploration of a key signaling pathway that drives transcriptional activity and the light-evoked resetting of the molecular clock.

## Supporting information

S1 Table ZT 15: Light-regulated genes.

S2 Table ZT 22: Light-regulated genes.

S3 Table ZT 15: Light-regulated genes that were suppressed by U0126.

S4 Table ZT 12: Light-regulated genes that were suppressed by U0126.

S5 Table ZT 4: List of genes that were regulated by light following MAPK suppression.

S6 Table ZT 15: List of genes that were regulated by light following MAPK suppression.

S7 Table ZT 22: List of genes that were regulated by light following MAPK suppression.

S8 Table ZT 4: List of genes that were regulated following MAPK suppression.

S9 Table ZT 15: List of genes that were regulated following MAPK suppression.

S10 Table ZT 22: List of genes that were regulated following MAPK suppression.

S11 Table List of genes that were regulated following MAPK suppression at both ZT 15 and ZT 22.

How the deposited data were processed for this re-analysis (not part of the article)

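The values are log2 intensities, processed by the authors in R with the package oligo before they were deposited, and taken here as they are. The exact call is not stated in the paper. The deposited values hold 72688 probe sets on 36 GeneChip Mouse Transcriptome Assay arrays. The 6732 control probe sets were left out, and the other 65956 were tested without a filter on level. Gene symbols come from the platform annotation, and gene identifiers, biotypes and positions (GRCm38) from the reference annotation. The paper gives zeitgeber times, a 2 µL infusion and tissue taken 50 min after the pulse, while the sample labels give circadian times, 3 µL and 60 min. The groups were named by the paper's values.

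All arrays were fitted in 1 linear model with 12 group means with limma 3.58.1 in R 4.3.3 (data.table 1.17.8), and the comparisons were tested with moderated statistics (eBayes). P-values were adjusted by the Benjamini-Hochberg method within each comparison. A probe set passed at an adjusted p of at most 0.1 and an absolute fold change above 1.3, the paper's thresholds, where the adjustment of the p is read from its results. The effect of light was computed in vehicle and under U0126, the effect of U0126 without light, and the difference between the 2 light responses, each at 3 times. The effect of U0126 with light, the effects averaged over the other treatment, and the comparisons between times of day were computed from the same model. The effect of U0126 with light and the averaged effects were added after the data were seen. Figures were drawn with Python.

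Genes are named by a rule. For each comparison of light in vehicle, light under U0126, and U0126 without light, these are the 8 largest increases and the 8 largest decreases among passed probe sets with 1 symbol whose 3 treated arrays all lie above or all below the 3 controls. They also include every gene that the paper's text, Fig 3A or Fig 5A names, and up to 4 members of each gene list with the smallest p. Dusp4, Dusp6, Spry2 and Spry4 are reported in every comparison. The values in the paper's tables had been seen when the rule was written. In the added comparisons, genes were picked from those named by this rule after their values were seen. In the comparisons between times, clock genes and genes of SCN signals were picked after their values were seen. A gene with several probe sets is given by the one with the highest mean over the 36 arrays.

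The 27 gene lists were written after reading the tables of the paper, so lists that hold genes of those tables are not independent of them. They were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, and with fry, and adjusted over lists within each comparison.

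Replicate numbers were checked for pairing, by correlating the residuals of arrays with the same number in 2 groups of 1 time point. In 2 of 18 pairs of groups, all 3 correlations were above 0.1 (DMSO-Sham with U0126-Sham at ZT 4 and DMSO-Light with U0126-Light at ZT 15). In 54 comparisons, in which each array was used more than once, an array correlated best with its own number in 22. The model therefore has no replicate block, and the value with the block is given for those 2 comparisons. No 2 arrays held identical values, and the highest correlation of 2 arrays was 0.996.

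The alternatives tried were the replicate number as a block, only the 12 arrays of a time point, leaving out dim probe sets, cyclic loess, quantile normalization of named probe sets other than small RNAs, a mean-variance trend with robust eBayes, array weights, an adjusted p of 0.05, no fold threshold, an unadjusted p of 0.1 with the fold threshold, counting distinct gene symbols, and leaving out each array in turn. Added after the data were seen were testing named probe sets only, covariates for Xist and Y-linked genes, a covariate for 5S ribosomal RNA, and leaving out arrays of low weight. Immunohistochemistry and the ontology analysis of the paper are not analysed here. The raw image files are not used here.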

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

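All tests of explanations and all regroupings of the arrays in this part were chosen after the results were seen.

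Some clock and output genes of the SCN passed between times of day in vehicle-infused mice without light, a comparison the paper does not report. From ZT 4 to ZT 15, Per1 had a log2 fold change of -0.60 (standard error 0.087, adjusted p = 0.000299), Nr1d1 of -0.96 (standard error 0.094, adjusted p = 2.20e-06), and the neuropeptide gene Avp of -1.12 (standard error 0.26, adjusted p = 0.0121), while Arntl, whose product drives these genes, had 0.49 (standard error 0.091, adjusted p = 0.00231). Prok2, an output signal of the SCN, had -1.50 (standard error 0.19, adjusted p = 7.42e-05) from ZT 4 to ZT 15 and -1.07 (standard error 0.19, adjusted p = 0.00127) from ZT 4 to ZT 22. Between ZT 15 and ZT 4, Per2 (-0.30, adjusted p = 0.00358), Per3 (-0.14, adjusted p = 0.368), Clock (0.32, adjusted p = 0.00433) and Cry1 (0.25, adjusted p = 0.0158) did not pass, here or in any refit, the folds of Per2, Clock and Cry1 staying under 1.3, and the clock genes were not tested as a list. With a 5S ribosomal RNA covariate, Avp (-0.82, adjusted p = 0.556) and Arntl (0.27, adjusted p = 0.555) did not pass between ZT 15 and ZT 4, whereas these 6 values passed in every other refit run. Over all refits, the adjusted p of Avp ran from 0.00297 to 0.556 and that of Arntl from 0.000529 to 0.555. In all, 1459 probe sets passed between ZT 15 and ZT 4, 2080 between ZT 22 and ZT 4 and 3931 between ZT 22 and ZT 15. These counts were 60, 2218 and 2202 with a 5S ribosomal RNA covariate and 400, 716 and 1422 with quantile normalization of named probe sets other than small RNAs. With 1 array left out, the first count moved by more than 1.5 times to 674 without DMSO-Sham ZT 4 replicate 1 and 908 without DMSO-Sham ZT 15 replicate 2, and the second to 973 without DMSO-Sham ZT 22 replicate 3. The 10 groupings of 6 arrays into 3 and 3 are too few for a share under 0.05. The counts were 1459 in the real grouping and at most 0 in the others, 2080 in the real grouping and at most 13 in the others and 3931 in the real grouping and at most 0 in the others. In each of these comparisons 1 of 10 groupings, the real one, reached the real count. Times of day are confounded with any batch of collection.

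The effect of light in vehicle differed between ZT 22 and ZT 15 in 53 probe sets, a difference between groups that was tested as such. With 1 array left out it moved by more than 1.5 times to 5, 34 and 6 without DMSO-Sham ZT 15 replicates 1, 2 and 3, 7 and 1 without DMSO-Light ZT 15 replicates 2 and 3, 92 and 5 without DMSO-Sham ZT 22 replicates 1 and 3, and 0, 0 and 91 without DMSO-Light ZT 22 replicates 1, 2 and 3. Of 100 regroupings drawn, 4, the real one included, gave a count as large, and the highest of the others was 162. As regroupings were run for many comparisons and others gave more than the real count, chance is not taken as excluded. The effect of U0126 without light differed between ZT 15 and ZT 4 in 720 probe sets, between ZT 22 and ZT 4 in 252 and between ZT 22 and ZT 15 in 1612. With 1 array left out, the first of these moved by more than 1.5 times to 451 and 411 without U0126-Sham ZT 4 replicates 1 and 2, 277 and 262 without DMSO-Sham ZT 15 replicates 2 and 3, and 292 without U0126-Sham ZT 15 replicate 2, the second to 53, 132 and 390 without DMSO-Sham ZT 4 replicates 1, 2 and 3, 400 and 49 without U0126-Sham ZT 4 replicates 1 and 3, 47 without DMSO-Sham ZT 22 replicate 3, and 109 without U0126-Sham ZT 22 replicate 3, and the third to 974 and 860 without DMSO-Sham ZT 15 replicates 2 and 3, 797 without U0126-Sham ZT 15 replicate 2, 1008 without DMSO-Sham ZT 22 replicate 2, and 1054 without U0126-Sham ZT 22 replicate 1. Of 100 regroupings, 3, 5 and 3 reached the real count, with 1301, 781 and 2997 the highest of the others. Chance is not taken as excluded for any of the 3, and the large counts in single regroupings point to a structure of the samples, which can be the effect of U0126 itself, since the highest regroupings kept all the real labels of ZT 15, kept all those of ZT 22 and exchanged all those of ZT 15, in this order.

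At ZT 15, 1690 probe sets without a gene symbol were higher with U0126 without light. The paper's tables list genes with symbols, so these are not part of what it reports.

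Interferon-inducible GTPases and other inflammation genes were high in the DMSO-Sham arrays at ZT 22, the controls of both comparisons at that time. Whether these samples held a greater share of microglia stays open. Of 22 microglia markers, 11 had a light effect whose 95% interval excluded the median of the list. This does not settle it, since the markers need not move alike with the share of cells. A state of single samples that neither light nor U0126 sets remains open, since 1 array outside the group, U0126-Sham ZT 4 replicate 3, had a GTPase mean as high as the lowest of the 3. A late-night rise that light and U0126 each lower cannot be told apart from this, because the design has 1 vehicle sham group at ZT 22, whose GTPase mean lay 2.00 (log2) above the mean of the other groups. The lower genes of the late night may therefore reflect a high state of the controls as well as a fall with light or U0126.

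The 5S ribosomal RNA genes were higher with U0126 without light at ZT 15, with a median of 1.65, where the DMSO-Sham controls read low (mean -0.91, against 0.57 in U0126-Sham and 0.45 in DMSO-Sham at ZT 4) and 88 of 94 5S probe sets were lower than in DMSO-Sham at ZT 4. A rise alike at every time is argued against, since the mean difference was -0.11 at ZT 22 with an upper 95% bound of 0.43. The median with U0126 was -0.29 without light at ZT 4 and 0.40 with light at ZT 15. The content of small RNA in the preparations remains a candidate explanation, since the largest 5S median of the light comparisons, where the drug is the same on both sides, was -0.82 (light under U0126 at ZT 15). An effect of U0126 at ZT 15 alone and a low state of the controls were not tested apart from it. Replicate 1 of these controls read -0.26, against -1.18 and -1.28 in replicates 2 and 3, and DMSO-Light at ZT 15 read -0.051, -0.61 and -0.86.

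Meningeal markers were lower with light and with U0126 at ZT 15, against the same DMSO-Sham arrays. The mean of the markers in these arrays lay 0.43 (log2, 95% half-width 0.21) above the mean of the other groups. This leaves open whether the dissections held more meninges, and 7 of 31 markers had a light effect whose 95% interval excluded the median of the list, which does not settle it, since cells other than those of the meninges also make some of the markers. Lowering by light cannot be told apart from more meninges, as the design has 1 vehicle sham group at ZT 15, the median of the markers with light under U0126 was -0.11 and U0126 may block such an effect.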

How the results depend on the processing

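Chosen after the results were seen were named probe sets only, the covariates for Xist and Y-linked genes and for 5S ribosomal RNA, arrays of low weight left out, and the comparisons of U0126 with light and of averaged effects. One more alternative was run and withdrawn because it picked 5 arrays by the measured outcome. The counts below come from limma, and the cause of a change was not tested unless given.

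With the replicate number as a block, the counts that moved by more than 1.5 times were U0126 without light at ZT 4 (1), U0126 with light at ZT 15 (264), ZT 22 (22) and light shared by ZT 15 and ZT 22 (2). With only the 12 arrays of a time point, the counts that moved by more than 1.5 times were light in vehicle at ZT 4 (1), ZT 15 (23), ZT 22 (268), light under U0126 at ZT 15 (1), U0126 without light at ZT 4 (1), the response difference at ZT 4 (2), ZT 22 (18), U0126 with light at ZT 4 (4), ZT 15 (42), ZT 22 (3), averaged light at ZT 4 (1), ZT 15 (17), averaged U0126 at ZT 4 (9), light-changed but not under U0126 at ZT 15 (22), ZT 22 (268) and light shared by ZT 15 and ZT 22 (0). With dim probe sets left out, the counts that moved by more than 1.5 times were U0126 without light at ZT 4 (6), the response difference at ZT 22 (1), U0126 with light at ZT 22 (30), averaged U0126 at ZT 4 (30), light shared by ZT 15 and ZT 22 (0) and U0126 shared by 3 times (1). With cyclic loess, the counts that moved by more than 1.5 times were U0126, ZT 15 minus ZT 4 (395). With quantile normalization of named probe sets other than small RNAs, the counts that moved by more than 1.5 times were light in vehicle at ZT 15 (32), U0126 without light at ZT 4 (5), ZT 15 (5), the response difference at ZT 22 (21), U0126 with light at ZT 4 (5), ZT 15 (46), averaged light at ZT 15 (12), ZT 22 (8), averaged U0126 at ZT 15 (30), ZT 22 (314), time of day, ZT 15 minus ZT 4 (400), light, ZT 15 minus ZT 4 (2), U0126, ZT 15 minus ZT 4 (1), time of day, ZT 22 minus ZT 4 (716), light, ZT 22 minus ZT 4 (34), time of day, ZT 22 minus ZT 15 (1422), light, ZT 22 minus ZT 15 (125), U0126, ZT 22 minus ZT 15 (501), light-changed but not under U0126 at ZT 15 (32) and U0126 shared by ZT 15 and ZT 22 (0). With a mean-variance trend and robust eBayes, the counts that moved by more than 1.5 times were U0126 without light at ZT 4 (5), U0126 with light at ZT 22 (15), averaged light at ZT 22 (38) and U0126 shared by 3 times (1). With array weights, the counts that moved by more than 1.5 times were light in vehicle at ZT 15 (125), the response difference at ZT 15 (12), ZT 22 (1), U0126 with light at ZT 4 (23), ZT 15 (736), ZT 22 (97), averaged light at ZT 15 (46), ZT 22 (36), light, ZT 22 minus ZT 15 (115), U0126, ZT 22 minus ZT 15 (2487), light-changed but not under U0126 at ZT 15 (125), light shared by ZT 15 and ZT 22 (2) and U0126 shared by ZT 15 and ZT 22 (47).

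With an adjusted p of 0.05, the counts that moved by more than 1.5 times were light in vehicle at ZT 22 (240), U0126 with light at ZT 15 (83), averaged light at ZT 22 (0), U0126, ZT 15 minus ZT 4 (299), U0126, ZT 22 minus ZT 4 (87), light, ZT 22 minus ZT 15 (30), U0126, ZT 22 minus ZT 15 (925), light-changed but not under U0126 at ZT 22 (240), light shared by ZT 15 and ZT 22 (0), U0126 shared by ZT 15 and ZT 22 (5) and lower with both at ZT 22 (195). With no fold threshold, the counts that moved by more than 1.5 times were light in vehicle at ZT 4 (1), averaged U0126 at ZT 15 (4453), ZT 22 (1188), time of day, ZT 15 minus ZT 4 (4165), time of day, ZT 22 minus ZT 4 (4711), time of day, ZT 22 minus ZT 15 (10477) and U0126 shared by ZT 15 and ZT 22 (23). With an unadjusted p of 0.1 with the fold threshold, the counts that moved by more than 1.5 times were light in vehicle at ZT 4 (919), ZT 15 (1450), ZT 22 (1553), light under U0126 at ZT 4 (416), ZT 15 (735), ZT 22 (509), U0126 without light at ZT 4 (538), ZT 15 (4152), ZT 22 (1477), the response difference at ZT 4 (1363), ZT 15 (3332), ZT 22 (2330), U0126 with light at ZT 4 (639), ZT 15 (1752), ZT 22 (1165), averaged light at ZT 4 (264), ZT 15 (218), ZT 22 (482), averaged U0126 at ZT 4 (213), time of day, ZT 15 minus ZT 4 (2289), light, ZT 15 minus ZT 4 (2629), U0126, ZT 15 minus ZT 4 (5443), light, ZT 22 minus ZT 4 (3077), U0126, ZT 22 minus ZT 4 (3322), light, ZT 22 minus ZT 15 (2618), U0126, ZT 22 minus ZT 15 (6358), light-changed but not under U0126 at ZT 15 (1247), ZT 22 (1483), light shared by ZT 15 and ZT 22 (176), U0126 shared by ZT 15 and ZT 22 (272), U0126 shared by 3 times (18) and lower with both at ZT 22 (578). With distinct gene symbols counted, the counts that moved by more than 1.5 times were light in vehicle at ZT 15 (39), U0126 without light at ZT 15 (569), U0126 with light at ZT 4 (5), ZT 15 (52), ZT 22 (1), averaged light at ZT 15 (15), ZT 22 (9), averaged U0126 at ZT 4 (8), ZT 15 (253), ZT 22 (366), time of day, ZT 15 minus ZT 4 (805), U0126, ZT 15 minus ZT 4 (222), time of day, ZT 22 minus ZT 4 (1174), time of day, ZT 22 minus ZT 15 (2398), U0126, ZT 22 minus ZT 15 (669), light-changed but not under U0126 at ZT 15 (39), light shared by ZT 15 and ZT 22 (0) and U0126 shared by ZT 15 and ZT 22 (6). These thresholds change the counts by their construction.

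With named probe sets only, the counts that moved by more than 1.5 times were light in vehicle at ZT 15 (43), U0126 without light at ZT 4 (4), ZT 15 (530), the response difference at ZT 22 (4), U0126 with light at ZT 15 (65), ZT 22 (1), averaged light at ZT 22 (11), averaged U0126 at ZT 15 (265), ZT 22 (357), time of day, ZT 15 minus ZT 4 (887), light, ZT 15 minus ZT 4 (1), U0126, ZT 15 minus ZT 4 (228), time of day, ZT 22 minus ZT 4 (1163), time of day, ZT 22 minus ZT 15 (2332), light, ZT 22 minus ZT 15 (83), U0126, ZT 22 minus ZT 15 (670), light-changed but not under U0126 at ZT 15 (43), U0126 shared by ZT 15 and ZT 22 (4) and U0126 shared by 3 times (1). With covariates for Xist and Y-linked genes, the counts that moved by more than 1.5 times were light in vehicle at ZT 4 (1), ZT 15 (39), U0126 without light at ZT 4 (5), U0126 with light at ZT 4 (5), averaged light at ZT 15 (18), ZT 22 (0), light-changed but not under U0126 at ZT 15 (39), light shared by ZT 15 and ZT 22 (0) and U0126 shared by 3 times (1). With a 5S ribosomal RNA covariate, the counts that moved by more than 1.5 times were U0126 without light at ZT 4 (2), ZT 15 (0), U0126 with light at ZT 22 (1), averaged light at ZT 22 (0), averaged U0126 at ZT 15 (458), time of day, ZT 15 minus ZT 4 (60), U0126, ZT 15 minus ZT 4 (0), time of day, ZT 22 minus ZT 15 (2202), U0126, ZT 22 minus ZT 15 (1), light shared by ZT 15 and ZT 22 (0) and U0126 shared by ZT 15 and ZT 22 (0). With arrays of low weight left out, the counts that moved by more than 1.5 times were light in vehicle at ZT 15 (22), U0126 with light at ZT 15 (248), ZT 22 (27), averaged light at ZT 15 (15), ZT 22 (0), U0126, ZT 22 minus ZT 4 (87), light, ZT 22 minus ZT 15 (1), light-changed but not under U0126 at ZT 15 (22) and light shared by ZT 15 and ZT 22 (0). Fewer probe sets are tested in the first of these, and the arrays of low weight were DMSO-Light ZT 15 replicate 3 (0.516) and U0126-Sham ZT 22 replicate 3 (0.249).

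With 1 array left out in turn, the lowest and highest values were light in vehicle at ZT 4 (0 to 62), ZT 15 (19 to 122), ZT 22 (50 to 669), light under U0126 at ZT 15 (0 to 3), ZT 22 (0 to 2), U0126 without light at ZT 4 (0 to 16), ZT 15 (797 to 2315), ZT 22 (441 to 836), the response difference at ZT 4 (0 to 1), ZT 15 (0 to 406), ZT 22 (0 to 13), U0126 with light at ZT 4 (3 to 12), ZT 15 (34 to 876), ZT 22 (0 to 16), averaged light at ZT 4 (0 to 11), ZT 15 (14 to 40), ZT 22 (0 to 164), averaged U0126 at ZT 4 (10 to 24), time of day, ZT 15 minus ZT 4 (674 to 2170), light, ZT 15 minus ZT 4 (0 to 198), U0126, ZT 15 minus ZT 4 (262 to 778), time of day, ZT 22 minus ZT 4 (973 to 2306), light, ZT 22 minus ZT 4 (0 to 44), U0126, ZT 22 minus ZT 4 (47 to 400), light, ZT 22 minus ZT 15 (0 to 92), U0126, ZT 22 minus ZT 15 (797 to 2130), light-changed but not under U0126 at ZT 15 (19 to 122), ZT 22 (50 to 669), light shared by ZT 15 and ZT 22 (0 to 2), U0126 shared by ZT 15 and ZT 22 (4 to 53), U0126 shared by 3 times (0 to 1), lower with both at ZT 22 (39 to 402), Per1, light in vehicle at ZT 15 (0.30 to 0.43) and ZT 22 (-0.11 to 0.071). A group left with 2 arrays is assumed to vary like the others.

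Per1 at ZT 15 did not pass, and with array weights it passed at 0.41 (adjusted p = 0.0348), where its adjusted p over all alternatives ran from 0.0348 to 0.531. The gene lists that passed fell from 142 over 12 comparisons to 29 with an estimated correlation.

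Of the values of named genes under the alternatives, 37051 kept their call or, if not passed, stayed within 1 standard error, 2003 no longer passed, 206 newly passed, 774 that had not passed moved by more than their standard error, and 28 called values reversed, all with the 5S ribosomal RNA covariate. For U0126 without light at ZT 15, they were Snora21 (-0.013) and Snord104 (-0.084). For averaged U0126 at ZT 15, they were n-R5s195 (-0.12), n-R5s194 (-0.028), Snora21 (-0.13), n-R5s210 (-0.0069), Snord55 (-0.097), n-R5s60 (-0.060), n-R5s211 (-0.024), Snora73b (-0.12) and n-R5s109 (-0.029). For U0126, ZT 15 minus ZT 4, they were n-R5s209 (-0.042), n-R5s195 (-0.087), n-R5s115 (-0.066), n-R5s210 (-0.11), Snord13 (-0.032), n-R5s152 (-0.11), n-R5s60 (-0.14), n-R5s211 (-0.14) and n-R5s109 (-0.053). For U0126, ZT 22 minus ZT 15, they were n-R5s195 (0.21), n-R5s194 (0.10), n-R5s210 (0.18), n-R5s41 (1.8e-04), n-R5s152 (0.087), n-R5s211 (0.11), n-R5s204 (0.056) and n-R5s109 (0.046). The covariate is the mean of such genes, so it removes their change by construction. Of the 614 calls of named genes, those kept were 601 with named probe sets only, 600 with a mean-variance trend and robust eBayes, 584 with cyclic loess, 580 with array weights, 579 with the replicate number as a block, 566 with covariates for Xist and Y-linked genes, 489 with arrays of low weight left out and 310 with a 5S ribosomal RNA covariate. Where fewer calls were tested, they were 274 of 368 with only the 12 arrays of a time point, 535 of 535 with dim probe sets left out and 448 of 473 with quantile normalization of named probe sets other than small RNAs. Leaving out 1 array kept between 49 of 105 (without DMSO-Sham ZT 4 replicate 1) and 13 of 13 (without U0126-Light ZT 4 replicate 2) of the calls of its comparisons, and the most calls were lost where 270 of 426 (without DMSO-Sham ZT 22 replicate 3) were kept.

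Cyclic loess moved the median of all probe sets by at most 0.0236 (log2), and the 5S medians of the 9 comparisons of light and U0126 kept their signs. Quantile normalization left the 5S genes out.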

Differences from the paper's values

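The comparison with named probe sets only, the recoding of the direction of the paper's Tables S5 to S7, and all tests of explanations were chosen after the results were seen. The counts here are of probe sets at the paper's stated thresholds, while the paper counts genes or transcripts. A gap is said to close where the value came within the factor used above to list counts that moved. The values then need not be equal. The matched log2 fold changes of the paper's tables, given below, lie within 0.01 of those from all arrays. A gap that closes with an array left out therefore does not show how the paper reached its value.

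The paper names the comparison of the light-treated groups as the light pulse against U0126 with the light pulse, and words its counts as up- and downregulation by disruption of MAPK signaling, the reverse direction. All 100% of the matched values of its Tables S5 to S7 lie within 0.01 of DMSO-Light minus U0126-Light, so the counts are compared in that direction. In the direction of the words on up- and downregulation, the counts higher under U0126 are the paper's 7, 45 and 7 at ZT 4, ZT 15 and ZT 22 against 3, 92 and 1 here, and those lower the paper's 1 and 18 at ZT 4 and ZT 15 against 6 and 62 here.

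For light in vehicle at ZT 22, the paper's value is 191, and the value here is 435, a gap that closes with only the 12 arrays of a time point and an adjusted p of 0.05 and stays with the other alternatives set before the data were examined.

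For probe sets higher with light in vehicle at ZT 22, the paper's value is 21, and the value here is 92, a gap that closes with an adjusted p of 0.05 and stays with the other alternatives set before the data were examined. It also closes with named probe sets only (26), added afterwards.

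For those lower with light in vehicle at ZT 22, the paper's value is 170, and the value here is 343, a gap that closes with only the 12 arrays of a time point, dim probe sets left out and an adjusted p of 0.05 and stays with the other alternatives set before the data were examined.

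For light-changed probe sets that did not pass for light under U0126, or suppressed ones in the paper's words at ZT 15, the paper's value is 32, and the value here is 69, a gap that closes with only the 12 arrays of a time point, quantile normalization of named probe sets other than small RNAs, an adjusted p of 0.05, distinct gene symbols counted, an unadjusted p of 0.1 and the same sign under U0126 counted as responsive and leaving out DMSO-Sham ZT 15 replicate 1, 2 or 3 and stays with the other alternatives set before the data were examined. Among those added afterwards it closes with named probe sets only (43), covariates for Xist and Y-linked genes (39) and arrays of low weight left out (22). These counts may not measure the same thing, so a closed gap does not mean that they match. Over named probe sets, the genes left out of the paper's 32 passed between U0126-Light and DMSO-Light (18 of 18), and those kept did not (0 of 26). The 69 are probe sets that did not pass between U0126-Light and U0126-Sham.

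For light-changed probe sets that did not pass for light under U0126, or suppressed ones in the paper's words at ZT 22, the paper's value is 190, and the value here is 435, a gap that closes with only the 12 arrays of a time point and an adjusted p of 0.05 and stays with the other alternatives set before the data were examined.

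For levels lower in DMSO-Light than in U0126-Light at ZT 4, the paper's value is 1, and the value here is 3, a gap that closes with only the 12 arrays of a time point, dim probe sets left out, quantile normalization of named probe sets other than small RNAs, distinct gene symbols counted and leaving out U0126-Light ZT 4 replicate 1 or 3 and stays with the other alternatives set before the data were examined. Added afterwards, named probe sets only (1) also closes it.

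For levels lower in DMSO-Light than in U0126-Light at ZT 15, the paper's value is 18, and the value here is 92, a gap that closes with only the 12 arrays of a time point, distinct gene symbols counted and leaving out DMSO-Light ZT 15 replicate 2 and stays with the other alternatives set before the data were examined.

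For U0126 without light at ZT 4, the paper's value is 4, and the value here is 0, a gap that closes with dim probe sets left out, quantile normalization of named probe sets other than small RNAs, a mean-variance trend and robust eBayes and leaving out U0126-Sham ZT 4 replicate 1 and stays with the other alternatives set before the data were examined. It also closes with named probe sets only (4) and covariates for Xist and Y-linked genes (5), added afterwards.

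For U0126 without light at ZT 15, the paper's value is 506, and the value here is 2299, a gap that closes with distinct gene symbols counted and stays with the other alternatives set before the data were examined. Added afterwards, named probe sets only (530) also closes it.

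For probe sets higher with U0126 without light at ZT 15, the paper's value is 484, and the value here is 2251, a gap that closes with distinct gene symbols counted and stays with the other alternatives set before the data were examined. Among those added afterwards it closes with named probe sets only (512).

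For those lower with U0126 without light at ZT 15, the paper's value is 22, and the value here is 48, a gap that closes with only the 12 arrays of a time point, dim probe sets left out, an adjusted p of 0.05, distinct gene symbols counted, leaving out DMSO-Sham ZT 15 replicate 2 or 3 and leaving out U0126-Sham ZT 15 replicate 2 and stays with the other alternatives set before the data were examined. It also closes with named probe sets only (18) and covariates for Xist and Y-linked genes (21), added afterwards.

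For U0126 without light at ZT 22, the paper's value is 335, and the value here is 740. Leaving out DMSO-Sham ZT 22 replicate 3 gave 441, still above the paper's value but near enough to close the gap as defined above. The gap stays with the other alternatives set before the data were examined.

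For probe sets higher with U0126 without light at ZT 22, the paper's value is 4, and the value here is 64, a gap that stays with every alternative set before the data were examined and compared with it.

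For those lower with U0126 without light at ZT 22, the paper's value is 331, and the value here is 676, a gap that closes with leaving out DMSO-Sham ZT 22 replicate 3 and stays with the other alternatives set before the data were examined.

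For a change with U0126 at all of ZT 4, ZT 15 and ZT 22, the paper's value is 1, and the value here is 0, a gap that closes with dim probe sets left out, a mean-variance trend and robust eBayes, leaving out DMSO-Sham ZT 4 replicate 3, leaving out U0126-Sham ZT 4 replicate 1, leaving out DMSO-Sham ZT 15 replicate 2 and leaving out DMSO-Sham ZT 22 replicate 1 or 3 and stays with the other alternatives set before the data were examined. Added afterwards, named probe sets only (1) and covariates for Xist and Y-linked genes (1) also close it.

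For a change with U0126 at both of ZT 15 and ZT 22, the paper's value is 6, and the value here is 15, a gap that closes with an adjusted p of 0.05, distinct gene symbols counted, leaving out DMSO-Sham ZT 15 replicate 2 or 3, leaving out U0126-Sham ZT 15 replicate 2 and leaving out U0126-Sham ZT 22 replicate 1 and stays with the other alternatives set before the data were examined. Among those added afterwards it closes with named probe sets only (4).

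For the p of Per1 with light in vehicle at ZT 15, the paper's value is 0.051, and the value here is 0.151, a gap that closes with array weights and stays with the other alternatives set before the data were examined.

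Whether the probe sets that did not pass for light under U0126 are suppressed stays open. Over all probe sets 0 passed the test of a changed light response with limma at ZT 15 (3964 at an unadjusted p under 0.05) and 0 at ZT 22 (3515 at an unadjusted p under 0.05). With 1 array left out the count at ZT 15 was 406 without DMSO-Sham ZT 15 replicate 1, 4 without DMSO-Light ZT 15 replicate 1, 2 without U0126-Sham ZT 15 replicate 1, and 1 and 5 without U0126-Light ZT 15 replicates 2 and 3, and at ZT 22 it was 13 and 6 without DMSO-Sham ZT 22 replicates 1 and 2, 2 without DMSO-Light ZT 22 replicate 3, and 1 without U0126-Light ZT 22 replicate 3. Among the other refits it was at most 12 at ZT 15 and 21 at ZT 22. Of 27 lists of genes, 5 passed this test at ZT 22 with an estimated correlation, among them the interferon-inducible GTPases (median 2.02, adjusted p = 0.0404 with an estimated correlation). At ZT 15, 24 of 69 light-changed probe sets passed between the light-treated groups in the direction against light. The last 2 findings use arrays that also set the light effect in vehicle, so they are not independent of it.

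Testing named probe sets only, chosen after the values were seen, gives 388 for light in vehicle at ZT 22 (26 higher, 362 lower), 4 for U0126 without light at ZT 4, 530 at ZT 15 (512 higher, 18 lower) and 601 at ZT 22 (28 higher, 573 lower). Of the genes matched to the paper's tables, it calls 33 of 44 for light at ZT 15, 172 of 172 for light at ZT 22, 4 of 4 for U0126 at ZT 4, 377 of 433 at ZT 15 and 308 of 308 at ZT 22. For U0126 with light it calls 5 of 8 at ZT 4, 28 of 44 at ZT 15 and 1 of 5 at ZT 22. Over all probe sets the numbers are 33, 140, 0, 405 and 292, then 4, 17 and 1, so at ZT 15 without light the named probe sets call fewer of the paper's genes.

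The log2 fold changes of the matched genes in the paper's Tables S1, S2 and S5 to S10 lie within 0.01 of those here. The paper names Rrad as changed by light at both night times, while here it passed at ZT 15 and had 0.61 (standard error 0.17, adjusted p = 0.146) at ZT 22 over all probe sets. Its Table S1 holds Egr2, which here did not pass at ZT 15, with 0.55 (standard error 0.13, adjusted p = 0.156). Without DMSO-Sham ZT 15 replicate 3, Egr2 passed with 0.68 (adjusted p = 0.0836). Its discussion names Sik1, Fosl1, Trhr and Ntng1 among transcripts detected, and over all probe sets none of them passed with light, with 0.52 (standard error 0.12, adjusted p = 0.154) for Sik1 and -0.13 (standard error 0.20, adjusted p = 0.936) for Fosl1 at ZT 15, and 0.44 (standard error 0.13, adjusted p = 0.143) for Trhr and 0.54 (standard error 0.15, adjusted p = 0.133) for Ntng1 at ZT 22. With named probe sets only, Rrad (adjusted p = 0.0927, 0.0374 to 0.493 over all alternatives), Trhr (adjusted p = 0.0870, 0.0232 to 0.380 over all alternatives) and Ntng1 (adjusted p = 0.0826, 0.0356 to 0.392 over all alternatives) passed at ZT 22. Egr2 and Sik1 passed at ZT 15 with array weights and with dim probe sets left out. Per2, Rora and Midn, which it also names, passed at ZT 15. The paper finds Spry4 changed by U0126 without light at all 3 times. Here it passed at ZT 22, and at ZT 15 except without DMSO-Sham ZT 15 replicate 3 (-0.32, adjusted p = 0.312) or U0126-Sham ZT 15 replicate 3 (-0.38, adjusted p = 0.181). At ZT 4 it had -0.71 (standard error 0.12, adjusted p = 0.115), and it passed without DMSO-Sham ZT 4 replicate 3 (-0.72, adjusted p = 0.0800) or U0126-Sham ZT 4 replicate 1 (-0.78, adjusted p = 0.0658) and with named probe sets only (adjusted p = 0.0556, 0.0159 to 0.443 over all alternatives).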

Other observations

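All tests in this part were chosen after the results were seen. At ZT 15, the imprinted gene Ndn, which encodes a growth suppressor of neurons, was lower without light than with it. It read 11.0 to 11.2 in the 6 Sham arrays and 11.8 to 12.0 in the 6 Light arrays, with DMSO and with U0126. At other times low values occurred in single arrays of several groups, such as 11.1 in DMSO-Sham ZT 4 replicate 2 and 11.2 in DMSO-Light ZT 22 replicate 1. Other arrays lay between, such as 11.6 in DMSO-Sham ZT 22 replicate 3.

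Sex markers varied between groups. Xist read 3.29 to 3.39 in the 3 DMSO-Light arrays at ZT 4 and 9.66 to 10.22 in the 3 DMSO-Sham arrays, while the paper states equal numbers of female and male mice. Fos ran from 7.07 to 9.63 over the 36 arrays.

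The paper's Table S3 lists light-changed genes at ZT 15 that U0126 suppresses, and leaves out 20 genes of Table S1. Of the 18 of these with a probe set in the annotation, 18 (100%) passed between U0126-Light and DMSO-Light over named probe sets, against 0 of 26 genes kept. Over all probe sets, 15 of those left out passed. None of either set passed for light under U0126. The left-out genes, Per2, Rora, Rrad and Dusp4 among them, may therefore have been left out because they passed in that comparison.

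Regrouping the arrays of each comparison gave other counts. With 3 arrays against 3 there are 10 groupings, too few for a share under 0.05, and the real count and the highest of the others were 0 and 2 for light in vehicle at ZT 4, 69 and 0 for light in vehicle at ZT 15, 435 and 1 for light in vehicle at ZT 22, 0 and 1 for light under U0126 at ZT 4, 0 and 1 for light under U0126 at ZT 15, 0 and 55 for light under U0126 at ZT 22, 0 and 97 for U0126 without light at ZT 4, 2299 and 0 for U0126 without light at ZT 15, 740 and 16 for U0126 without light at ZT 22, 9 and 0 for U0126 with light at ZT 4, 154 and 397 for U0126 with light at ZT 15 and 9 and 0 for U0126 with light at ZT 22. The real count was reached by 2 of 10 groupings for U0126 with light at ZT 15, by 10 where it is 0 and by 1, the real one, in the others. For U0126 with light at ZT 15, the grouping of DMSO-Light replicates 1 and 2 with U0126-Light replicate 1 gave 397 probe sets, several times the real count, which points to a structure of the samples. For U0126 without light at ZT 4, groupings that part all pairs of replicate numbers, as the real one does, gave at most 2, and for U0126 with light at ZT 15 at most 0.

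Of 100 groupings drawn for 12 arrays, only the real one reached its count for averaged U0126 at each time and averaged light at ZT 15. Others also reached it for averaged light at ZT 22. As regroupings were run for many comparisons, chance is not taken as excluded for any of these. For these the real count and the highest of the others were 14 and 5 for averaged U0126 at ZT 4, 1895 and 1458 for averaged U0126 at ZT 15, 594 and 345 for averaged U0126 at ZT 22, 28 and 3 for averaged light at ZT 15 and 20 and 272 for averaged light at ZT 22, and 1 grouping, the real one, reached the real count except for averaged light at ZT 22, where 4 did. At that time the highest count was several times the real one, which points to a structure of the samples that was not tested further. That grouping kept the label of 2 of 3 DMSO-Sham arrays and 1 of 3 U0126-Sham arrays, so a part of the light effect in vehicle can be in it. Where the real count is 0, all 100 groupings reach it, and the highest others were 2 for the response difference at ZT 4, 39 for the response difference at ZT 15, 48 for the response difference at ZT 22, 4 for averaged light at ZT 4, 195 for light, ZT 15 minus ZT 4 and 294 for light, ZT 22 minus ZT 4.

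Light averaged over vehicle and U0126 gave 28 probe sets at ZT 15 (26 higher) and 20 at ZT 22 (12 higher). At ZT 4 it gave 0 with limma (5534 at an unadjusted p under 0.05).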
